# Spatial transcriptomics in bone mechanomics: Exploring the mechanoregulation of fracture healing in the era of spatial omics

**DOI:** 10.1126/sciadv.adp8496

**Published:** 2025-01-01

**Authors:** Neashan Mathavan, Amit Singh, Francisco Correia Marques, Denise Günther, Gisela A. Kuhn, Esther Wehrle, Ralph Müller

## Abstract

In recent decades, the field of bone mechanobiology has sought experimental techniques to unravel the molecular mechanisms governing the phenomenon of mechanically regulated fracture healing. Each cell within a fracture site resides within different local microenvironments characterized by different levels of mechanical strain; thus, preserving the spatial location of each cell is critical in relating cellular responses to mechanical stimuli. Our spatial transcriptomics–based “mechanomics” platform facilitates spatially resolved analysis of the molecular profiles of cells with respect to their local in vivo mechanical environment by integrating time-lapsed in vivo micro–computed tomography, spatial transcriptomics, and micro–finite element analysis. We investigate the transcriptomic responses of cells as a function of the local strain magnitude by identifying the differential expression of genes in regions of high and low strain within a fracture site. Our platform thus has the potential to address fundamental open questions within the field and to discover mechano-responsive targets to enhance fracture healing.

## INTRODUCTION

In the late 19th century, the German orthopedic surgeon Julius Wolff established the fundamental principle of bone mechanobiology by describing the dynamic nature of bones and their remarkable ability to adapt to their mechanical environment (*1*). This principle underscores the critical importance of the mechanical environment to the fracture healing capacity of bone. Mechanical stimuli can either enhance or impair the fracture healing process (*2*). At its core, the mechanobiology of fracture healing is governed by the response of cells at the fracture site to physical stimuli. However, it has proven extremely difficult to investigate the transduction of mechanical stimuli exerted at the organ level to site-specific cellular responses at the molecular level. Despite considerable advances in recent decades (*3*, *4*), our understanding of the specific signaling pathways underlying the mechanoregulation of fracture healing remains in its nascent stages.

Each cell within a fracture site resides within different local microenvironments characterized by different levels of mechanical strain. The challenge within the field has been the need for more integrative approaches to investigate the multiscale repair response of individual cells in response to their local in vivo mechanical environment (*5*). Insights into this critical missing link have the potential to be transformative within the field by greatly improving our ability to anticipate cellular responses to different magnitudes or modes of mechanical stimuli. In pursuing the characterization of cellular activity as a function of its local in vivo mechanical environment, experimental approaches have largely been confined to in vitro (*6*) and in silico (*5*) techniques. The challenges with in vivo approaches are substantial. Rodent fracture models (*2*), osteogenic loading protocols (*7*), and in vivo imaging techniques [time-lapsed micro–computed tomography (micro-CT)] (*8*) are well established within the field. However, in vivo mechanical loading applied at the organ scale is heterogeneously distributed throughout the fracture site, resulting in complex mechanical environments with distinct regions of high and low strain. Spatial correlation is thus required to associate cellular responses with their respective local in vivo mechanical environments. Currently, micro–finite element analysis (micro-FE) is the only established technique available to generate 3D maps of the in vivo mechanical environment. High-resolution micro-FE models derived from micro-CT images of the fracture site have been used to associate morphological changes at the tissue scale with the local mechanical environment (*9*). Moreover, osteocytes—the primary mechanosensory cell in bone and constituting >90% of all bone cells—reside deep within the bone matrix. Direct experimental observation of these cells is thus challenging without destruction of or interference with the surrounding tissue environment. Mechanomics—the application of omics technologies to investigate the interactions between local mechanical environments and cellular/molecular responses—holds immense potential but is technically challenging. Techniques such as laser capture microdissection, in combination with FE modeling, have permitted “mechanomic” analyses of a small number of isolated cells (*5*). In contrast, recent advances in spatially resolved “omics” technologies now permit the comprehensive, unbiased mapping of molecular pathways and cellular function within the spatial context of complex tissue architectures (*10*). However, the use of spatial technologies in bone has been limited due to the calcified nature of the tissue.

To investigate the molecular responses of cells to their local mechanical environment within a mechanically loaded fracture site, we have established a spatial transcriptomics–based “mechanomics” platform (Fig. 1). Spatial transcriptomics—a recent, transformative advancement in cellular profiling technologies—permits characterization of the transcriptomic responses of cells within their native spatial context on histology sections. Our platform consists of (i) an established femur defect mouse model (*11*), (ii) established in vivo micro-CT imaging protocols and analyses (*9*), (iii) an established osteogenic cyclic mechanical loading protocol (*11*, *12*), (iv) an established spatial transcriptomics protocol for bone tissue (*13*), and (v) an established in silico micro-FE modeling approach (*12*). As each component of our platform has been previously established, these techniques, models, and protocols collectively provide a solid scientific foundation for our platform. Our objective is to present a “proof-of-principle” study to demonstrate the potential of a spatial transcriptomics–based mechanomics platform to identify the molecular mechanisms governing the mechanoregulation of fracture healing. As illustrated in Fig. 1, we introduced femoral osteotomies in mice and performed weekly in vivo micro-CT imaging of the fracture sites. Following bridging of the fracture site at 3 weeks after surgery, the mice were subdivided into Control and Loaded groups and received either sham loading or cyclic mechanical loading. Our analysis of the response to loading was based on Wolff’s law—the cornerstone of the field of bone mechanobiology—which asserts that bone adapts to its mechanical environment by forming bone at sites of mechanical loading and resorbing bone at sites of mechanical unloading. Bone formation and resorption responses at the fracture site were thus the focus of our analyses. We first quantified the effects of mechanical loading using micro-CT–derived bone morphometric indices and visualized the sites of bone formation, quiescence, and resorption. Next, we corroborated our findings by comparing the transcriptomic responses in Control versus Loaded fracture sites. To correlate spatially resolved gene expression profiles with their local in vivo mechanical environments, we analyzed the transcriptomic profiles at sites of high strain and low strain within a mechanically loaded fracture site. Last, we assessed the merits of our spatial mechanomics platform and its potential to develop a molecular-based understanding of the local mechanoregulation of fracture healing.

**Fig. 1.**
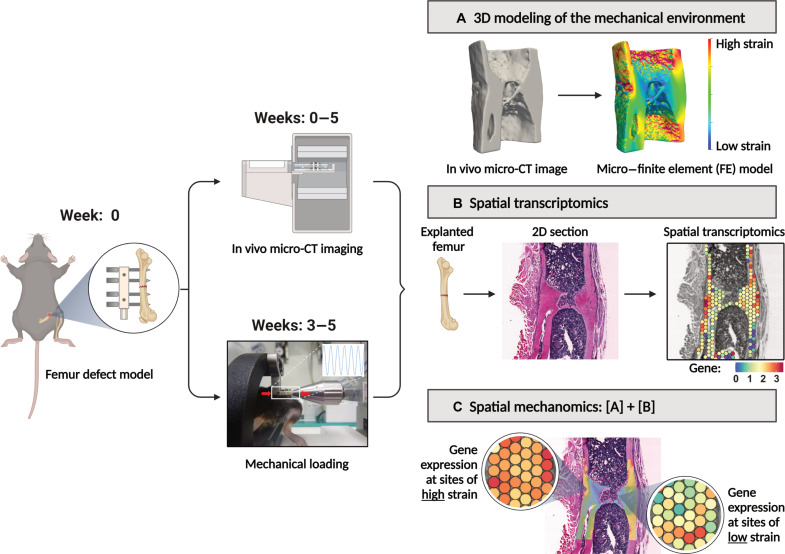
Overview of our spatial transcriptomics–based mechanomics platform to investigate the mechanobiology of fracture healing. The platform permits the generation and spatial integration of multimodal datasets (CT bone morphology data, 3D mechanical environments, and spatially resolved gene expression data) from a single fracture site. At week 0, mid-diaphyseal femoral osteotomies are introduced in the right femur of mice and stabilized with an external fixator. Time-lapsed in vivo micro-CT imaging is performed weekly at the fracture site (weeks 0 to 5; 10.5 μm resolution). Mice that exhibit bridging at 3 weeks after surgery are subdivided into Loaded and Control groups. At weeks 3 to 5, mice received individualized cyclic loading (up to 16 N) or 0 N sham-loading three times per week. All mice are euthanized at 5 weeks after surgery. (**A**) Micro-FE analyses based on in vivo micro-CT images are used to generate tissue-scale 3D maps of the mechanical environment. (**B**) Spatial transcriptomics analyses are performed on explanted femurs. To associate spatially resolved molecular profiles of cells with their local in vivo mechanical environment, the spatial transcriptomics histology section is visually aligned within the 3D map of their mechanical environment. (**C**) Gene expression can thus be analyzed as a function of the local mechanical environment. Illustration created with BioRender [Mathavan, N. (2024) BioRender.com/p12y872].

## RESULTS

### Micro-CT–based bone morphometric analysis underscores a strong anabolic response to cyclic mechanical loading

Time-lapsed in vivo imaging permits visualization of the sites of bone formation, quiescence, and resorption at the fracture site as shown at weekly intervals in Fig. 2. Comparable healing responses were observed between Control and Loaded fracture sites between weeks 0 and 3. This was reinforced by comparing bone morphometric parameters between weeks 0 and 3 across all volumes of interest (Fig. 3, A to H). Upon bridging at week 3, the fracture sites of Loaded mice were subjected to cyclic mechanical loading three times per week. Loading induced a strong anabolic response as can be observed in Fig. 2 where sites of bone formation (in orange) predominate at the loaded fracture site between weeks 3 and 5. In contrast, the fracture sites of Control mice were observed to undergo remodeling during the same period (Fig. 2). In comparisons of bone morphometric parameters, cyclic mechanical loading was found to induce larger callus/bone volume formation. At week 5, bone volume/total volume (BV/TV) in the defect center was 41.5% and 40.4% in Control mice versus 75.4% and 66.3% in Loaded mice (Fig. 3A). Similarly, in the defect periphery, BV/TV was 11.4% and 16.7% in Control mice versus 38.6% and 25.3% in Loaded mice (Fig. 3B). At week 5, loading induced an increased rate of bone formation (0.58% and 0.88% per day in Control mice versus 1.43% and 1.90% per day in Loaded mice) and a diminished rate of bone resorption (−0.84% and −0.58% per day in Control mice versus −0.11% and −0.11% per day in Loaded mice) in the defect center (Fig. 3E). Similarly, in the defect periphery, loading induced an increased rate of bone formation (0.25% and 0.18% per day in Control mice versus 1.74% and 1.47% per day in Loaded mice) and a diminished rate of bone resorption (−0.21% and −0.70% per day in Control mice versus −0.06% and −0.03% per day in Loaded mice) (Fig. 3F).

**Fig. 2.**
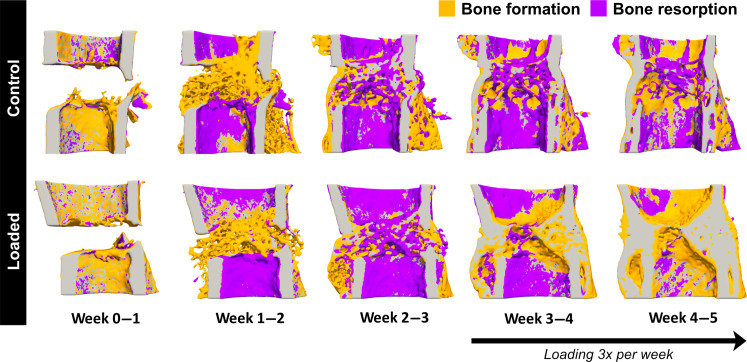
Visualization of sites of bone formation, quiescence, and resorption in Control and Loaded fracture sites. Sites of bone formation (orange) and bone resorption (purple) are identified via registration of time-lapsed in vivo images (threshold: 395 mg HA/cm^3^, voxel size = 10.5 μm). In Loaded fracture sites, loading was applied 3× per week from week 3 onward. Visualization performed using Paraview (version 5.7.0). Spatial transcriptomics data generated from 2D sections of these samples are presented in Fig. 4.

**Fig. 3.**
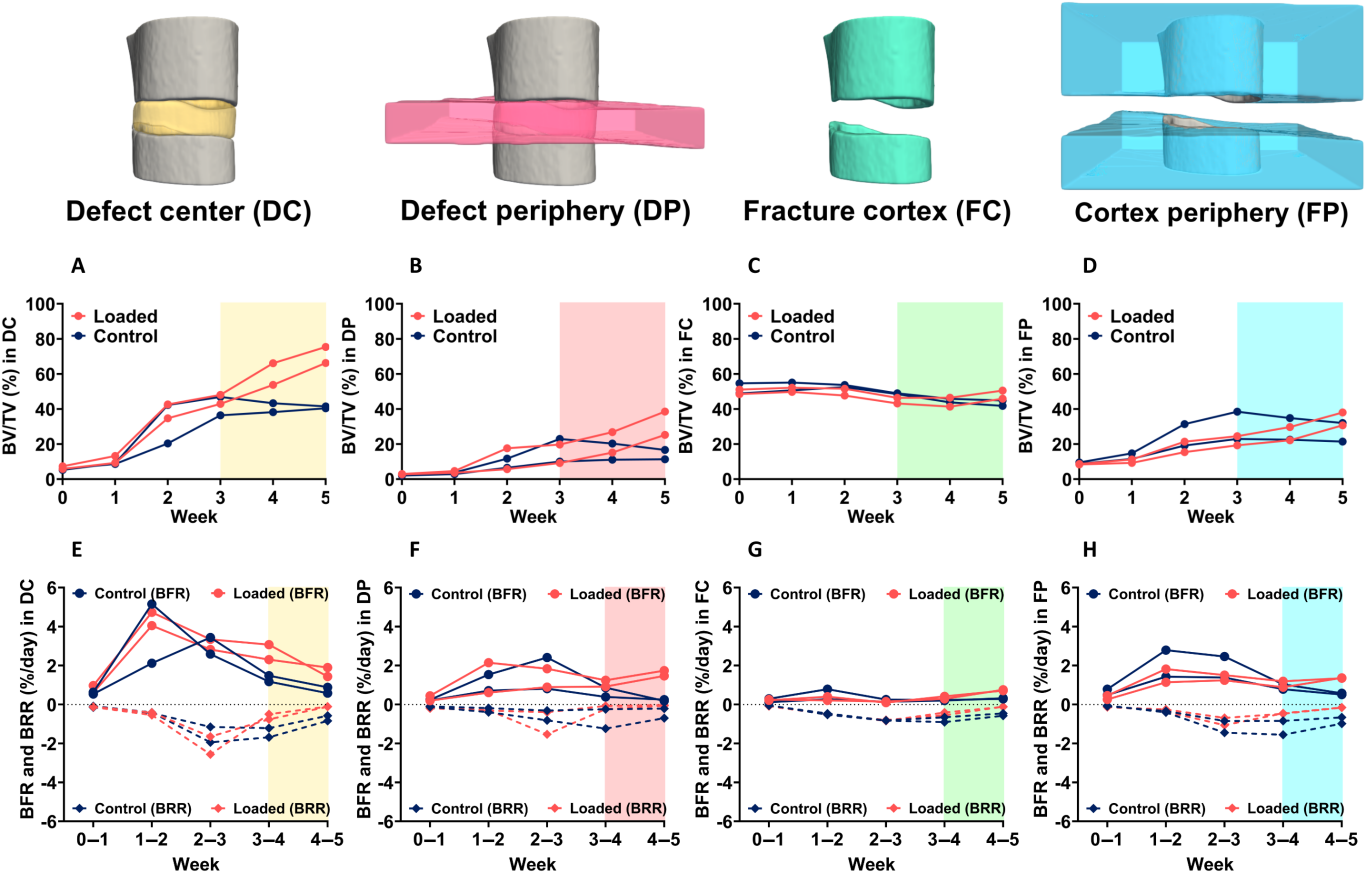
In vivo micro-CT morphometric analysis. Quantitative morphometric analyses (*n* = 2 per group) were performed in four volumes of interest: the defect center (DC), the defect periphery (DP), the existing fracture cortex and medullary cavity (FC), and the cortex periphery (FP). Two parameters are presented: (**A** to **D**) BV/TV where the bone volume (BV) is normalized to TV (DC for DC and DP, FC for FC and FP). (**E** to **H**) Bone formation rates (BFR) and bone resorption rates (BRR). Shaded regions in each plot correspond to time points at which loading was applied 3× per week.

### Significantly enhanced osteogenic response corroborated by spatial analyses of differential gene expression

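Gene expression at the fracture sites was measured with the Visium Spatial Gene Expression assay for FFPE tissue, in which pairs of gene-specific probes bind the transcripts of a 5 μm histological section and are captured on a grid of barcoded spots, each 55 μm wide and 100 μm from its neighbors. Each captured molecule is counted once by its unique molecular identifier (UMI). The data comprised 1 section of a Control femur (0 N sham-loading) and 1 section of a Loaded femur (8 to 16 N, 10 Hz, 3000 cycles), both collected at 5 weeks after surgery and 10 hours after the last session. The authors deposited the UMI counts of 19465 genes in every spot under tissue, as SpaceRanger wrote them and without normalization, together with the position of each spot. The Control section held 9002147 UMIs over 1962 spots and the Loaded section 4910716 UMIs over 1436 spots. Bone regions were taken from the barcodes in Table S1, 131 spots with 557259 UMIs in the Control section and 146 spots with 409020 UMIs in the Loaded section. The UMIs of each gene were summed over a region and divided by the summed size factors of its spots, which were computed with scran over all spots of both regions and came to 154 for Control and 123 for Loaded. Each log2 fold change of Loaded over Control is the ratio of these normalized counts, given with an exact conditional binomial 95% interval that covers counting error only. Because there is 1 section per condition, spots are not replicates, no test was run, and no interval includes the variation between mice. To show the variation within a section, each region was divided into 4 blocks (left or right of the marrow cavity, upper or lower), and the fold change was recomputed with each block left out. Where a gene had 0 UMIs in 1 of the regions, the fold change is a bound computed against 3 UMIs. With library totals in place of scran size factors, all log2 fold changes between the bone regions moved by 0.12.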

Spatial analyses of differentially expressed genes (DEGs) in bone regions at the fracture sites of Control and Loaded mice revealed significantly higher expression of osteogenic markers in response to mechanical loading (Figs. 4 and 5). Regions for the analysis were defined by selecting spots in each histological section encompassing all bone spots at the fracture site between the two inner pins of the external fixator (Fig. 5A). 

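All 131 Control and 146 Loaded barcodes were found under tissue, and none of these spots fell below the limits on UMIs and genes per spot. The bone spots also carried transcripts of the tissues around them. A list of 22 skeletal muscle genes accounted for 16.1% of all UMIs in the Control bone region (exact binomial 95% interval 16 to 16.2) and for 8.48% in the Loaded bone region (8.4 to 8.57). Its share in single spots ranged from 1.13% to 35.1% in Control and from 2.68% to 26.9% in Loaded. 15 Control spots and 25 Loaded spots had a share below 5%. Erythroid genes accounted for 2.47% (2.43 to 2.51) and 3.05% (2.99 to 3.1) of the UMIs, respectively.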

Quality control measures for these bone regions were as follows: the median number of unique molecular identifiers (UMIs) for the Control and Loaded sections was 3602 and 2708, respectively, and the median number of unique genes for the Control and Loaded sections was 2670 and 1924, respectively. In these defined bone regions of the fracture site, 9889 genes were identified with sufficiently high expression to be included in the DEG analysis. Of these, 834 genes were differentially expressed (FDR-adjusted *P* value cutoff < 0.05; absolute log2 fold change > 0.5) with 395 genes up-regulated and 439 genes down-regulated (table S2). Furthermore, we ranked the genes by log2 fold change and compared two FDR-adjusted *P* value thresholds (0.05 and 0.01) as a measure of the consistency of the most regulated genes (table S2). 

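From the deposited counts, the median number of UMIs per bone spot was 3478 in the Control section (quartiles 2394 and 5287) and 2621 in the Loaded section (1864 and 3240), and the fold changes given here use these counts. The deepest spot held 21346 UMIs in Control and 12289 in Loaded, and the shallowest held 1363 and 509, respectively. The median number of genes per spot was 1869 in Control (quartiles 1381 and 2579) and 1582 in Loaded (1211 and 1872). These medians are lower than those the paper gives, more so for genes than for UMIs, and the reason is not known. The number of genes found in a spot rises with its UMIs. After each spot was thinned to 1000 UMIs, which left out 15 Loaded spots and no Control spot, the medians were 712 genes in Control and 718 in Loaded, so that the difference in genes per spot was not present at equal depth.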

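The paper's text does not name the limit for sufficient expression. With at least 10 UMIs summed over the 277 spots of both bone regions, 10003 genes were retained here. Requiring a UMI in at least 5 spots gave 11754 genes, and requiring a UMI in at least 5% of the spots gave 8906. The limit moved the number most when a single UMI sufficed, which retained 16816 genes.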

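All 834 genes of Table S2 were found in the files, and 10 of them had 0 UMIs in 1 of the bone regions. Of the other 824 genes, 390 were higher and 434 lower in the Loaded bone region, and 823 (99.9%) had the same sign as in Table S2. Across these genes, which are not independent replicates, the log2 fold changes computed here and those of Table S2 had a Pearson correlation of 0.992 and a Spearman correlation of 0.986, with a median difference (Table S2 minus the value here) of -0.02. The largest median difference among the alternative normalizations was -0.14, with library totals. Over all 10003 genes with enough UMIs, the median log2 fold change was 0.02 and 51.3% of the genes were above 0. By a fixed rule, the 3 highest and the 3 lowest genes were taken among those with at least 50 UMIs whose blocks in 1 region all lay above all blocks of the other. This rule gave *Ighg3*, *Bglap*, and *Tnfrsf19* (+3.09, interval 2.07 to 4.28) as the highest and *Ccn2*, *Pdk4* (-3.48, interval -5.15 to -2.19), and *Lrp1* (-2.64, interval -4.16 to -1.41) as the lowest. *Car12*, which had 0 UMIs in the Control region, also met it.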

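Table S2 lists 834 genes at the FDR threshold of 0.05, of which 463 remained at 0.01, and the first 11 genes by log2 fold change stood in the same order at both. All 11 had few UMIs in the Control bone region. 4 of them had none: *Car12* (60 UMIs in the Loaded bone region, at least 25.1-fold higher when set against 3 UMIs), *Smpd3* (21 UMIs, at least 8.78-fold), *Il11* (15 UMIs, at least 6.27-fold), and *Stil* (10 UMIs, at least 4.18-fold). The lower 95% limits from counting error alone are less than these folds, at log2 fold changes of 4.31, 2.71, 2.17, and 1.49. *Stil* is named only because it completes this group, after its values were seen. For such genes, the counts set a lower bound and leave the size of the fold change open. The other 7 genes had 1 to 3 UMIs in the Control bone region and between 16 and 54 in the Loaded bone region. The highest of these was *Ighg3* (+6.08, interval 3.54 to 11.41), with 54 UMIs against 1. A further 6 genes of Table S2 had 0 UMIs in the Loaded bone region and between 12 and 14 in Control.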

We found that the top 11 genes were identical at both thresholds—indicating that these genes are strongly associated with the response to mechanical loading. To present differential gene expression in subsequent sections, the following convention is used: *Gene* (± log2 fold change).

**Fig. 4.**
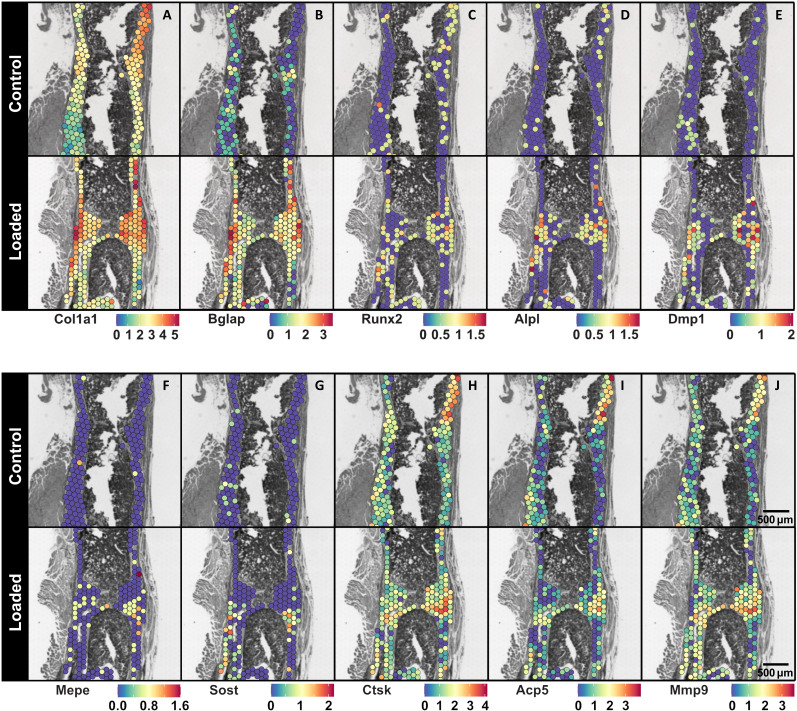
Spatial gene expression maps of selected bone cell markers at the fracture site of Control and Loaded mice. Visualization of the spatial expression patterns of osteoblast markers: (**A**) *Col1a1*, (**B**) *Bglap*, (**C**) *Runx2*, and (**D**) *Alpl*; osteocyte markers: (**E**) *Dmp1*, (**F**) *Mepe*, and (**G**) *Sost*; and osteoclast markers: (**H**) *Ctsk*, (**I**) *Acp5*, and (**J**) *Mmp9* within the fracture sites of Control and Loaded mice is presented. Each legend denotes the normalized expression of the specified gene. Data presented (*n* = 1 per group) correspond to samples at 5 weeks after surgery. 3D visualizations of the morphology of these Control and Loaded fracture sites are presented in Fig. 2. Spatial transcriptomics spot size = 55 μm.

**Fig. 5.**
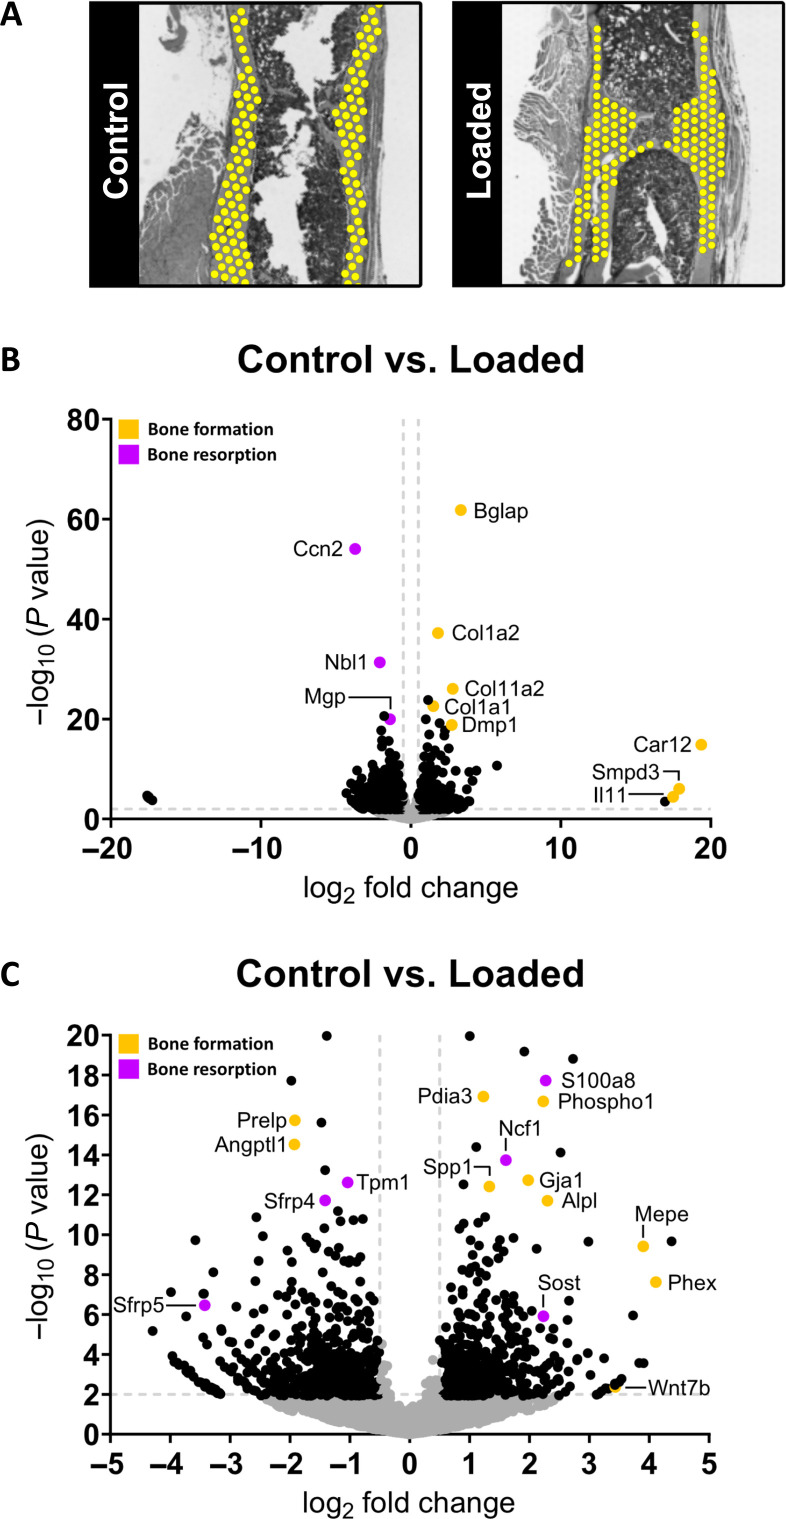
Gene expression profiling in Control versus Loaded fracture sites. Data presented (*n* = 1 per group) corresponds to samples at 5 weeks after surgery. (**A**) Areas of interest defined in each fracture site for the analysis. (**B**) Volcano plot to visualize differentially expressed genes (DEGs) (significance criteria: FDR-adjusted *P* value cutoff < 0.05 and an absolute log2 fold change > 0.5). Significant DEGs associated with bone formation are identified in orange and significant DEGs associated with bone resorption (or are inhibitors/antagonists of bone formation) are identified in purple. Non-DEGs are represented in gray. (**C**) Magnified view of volcano plot to highlight DEGs of interest.

Significantly higher expression of markers of osteoblast differentiation and osteoblast activity was present in response to loading: *Bglap* (+3.3-fold), *Alpl* (+2.3-fold), *Sp7* (+1.7-fold), *Col1a1* (+1.5-fold), *Col1a2* (+1.5-fold), and *Runx2* (+0.9-fold) (Fig. 5, B and C, and table S2). 

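*Bglap* (ENSMUSG00000074483; chromosome 3, 88383501 to 88384464, minus strand, by its identifier in GENCODE M21 on GRCm38) encodes osteocalcin. It was counted 1078 times in the Loaded and 126 times in the Control bone region, or 8.78 against 0.817 normalized counts per spot, a log2 fold change of +3.42 (interval 3.16 to 3.70). It has near-identical paralogs whose transcripts its probes may not tell apart. Its fold change was between 3.11 and 3.62 with any block left out, and 7.19 (interval 5.32 to 10.24) in spots with a muscle share below 5%, where it had 369 UMIs in 25 Loaded and 2 in 15 Control spots. *Alpl* (chromosome 4, 137741733 to 137796384) had 116 UMIs in Loaded and 24 in Control (+2.60, interval 1.96 to 3.30), and *Sp7* (chromosome 15, 102356606 to 102367182) had 43 and 13 (+2.05, interval 1.13 to 3.07). The collagen genes were counted far more often. *Col1a1* (chromosome 11, 94936224 to 94953042) had 8503 UMIs in Loaded and 4152 in Control (+1.36, interval 1.31 to 1.42), but its blocks overlapped, with 38.7 to 88.1 normalized counts per spot in Loaded and 5.79 to 59.8 in Control. *Col1a2* (chromosome 6, 4504814 to 4541544) had 16387 and 6526 UMIs (+1.66, interval 1.61 to 1.70), with every Loaded block (88.1 to 176) above every Control block (13.3 to 82.4). *Runx2* (chromosome 17, 44495987 to 44814797) had 96 and 55 UMIs (+1.13, interval 0.64 to 1.64), and its blocks also overlapped. The median of these 6 genes was 1.85 (interval 1.51 to 2.21), at percentile 100 of 10000 random lists of the same size matched on expression. Since the paper names these genes for being higher, that percentile is no separate evidence. A second list of 8 osteoblast genes that the paper does not name had 6 members with at least 10 UMIs and a median of 1.98 (interval 1.38 to 2.45), also at percentile 100. In spots with a muscle share below 5%, the median of these 6 members was 0.88 (interval 0.07 to 1.38). As 2 of them were at 0 in Control and set against 3 UMIs, this median is a bound and no measure of a fall. The median of the 6 genes that the paper names was 1.27 in those spots. Over all bone spots, with any block left out, the median of the named genes lay between 1.52 and 2.54. From these genes, the paper states that markers of osteoblast differentiation and osteoblast activity had significantly higher expression in response to loading.

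**Figure D1:**
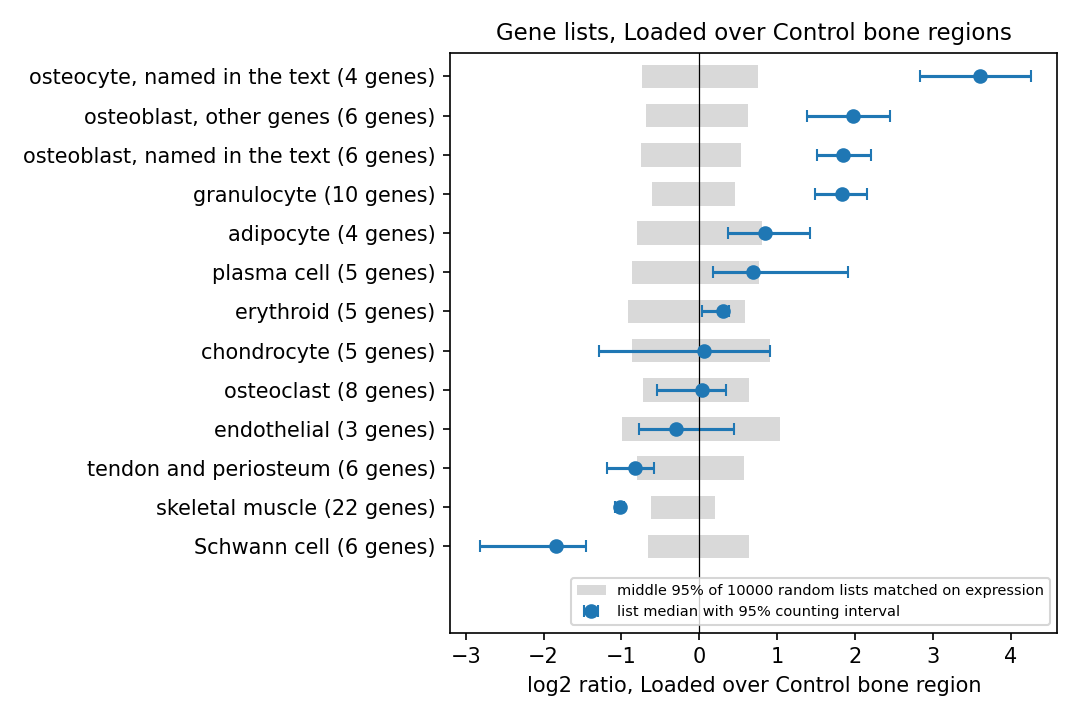
Median log2 ratio of 13 gene lists in the Loaded over the Control bone region (horizontal axis, log2 scale; 1 section per condition). Points are list medians with 95% counting intervals, bars span the middle 95% of 10000 random lists matched on expression, and the number of genes with at least 10 UMIs is given beside each list. The medians of the osteoblast (1.85 and 1.98), osteocyte (3.60), granulocyte (1.83) and adipocyte (0.84) lists lie above the bars. Those of the skeletal muscle (-1.02), Schwann cell (-1.84) and tendon and periosteum (-0.83) lists lie below them.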

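Shares of spots with at least 1 UMI depend on depth, so each spot was thinned to 1000 UMIs before *Col1a1*, *Bglap*, *Runx2*, and *Alpl* were compared between sections. Spots outside the bone regions with a muscle share of at least 10% (866 in Control and 660 in Loaded with enough UMIs, median 5748 and 3574 UMIs before thinning) are given beside them. Whether these spots contain any bone was not examined. The median muscle share of the Control bone spots themselves was 11.8%, so this limit does not set muscle apart from bone. The muscle spots therefore need not show a level without bone. *Bglap* was found in 115 of 131 Loaded bone spots (87.8%, exact binomial 95% interval 80.9 to 92.9) and in 27 of 131 Control bone spots (20.6%, interval 14 to 28.6), against 17.4% and 13.2% of muscle spots, respectively. *Alpl* was found in 22.9% of Loaded bone spots (interval 16 to 31.1) and 4.58% of Control bone spots (1.7 to 9.7). The latter share did not exceed that in Control muscle spots, 4.04% (2.83 to 5.58), beyond counting error. *Runx2* was found in 24.4% (17.3 to 32.7) and 9.92% (5.39 to 16.4) of bone spots, and in 3.64% and 4.73% of muscle spots. *Col1a1* was present in all 131 Loaded and in 124 of 131 Control bone spots, and in 71.4% and 53.3% of muscle spots. Without thinning, over 146 Loaded and 131 Control bone spots, the shares were 95.9% and 51.1% for *Bglap*, 42.5% and 16% for *Alpl*, 45.2% and 30.5% for *Runx2*, and 100% in both sections for *Col1a1*.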

Visualization of the spatial expression of these genes further underscored this result (Fig. 4, A to D). Markers of mineralizing osteocytes [*Phex* (+4.1-fold) and *Dmp1* (+2.7-fold)] and mature osteocytes [*Mepe* (+3.9-fold) and *Sost* (+2.2-fold)] were also up-regulated (Figs. 4, E to G, and 5, B and C). Furthermore, among the top-ranked up-regulated genes are genes associated with osteogenesis (*14*) [*Wnt7b* (+3.4-fold)], endochondral ossification (*15*, *16*) [*Adam12* (+3.7-fold)], matrix synthesis (*17*) [*Cdo1* (+4.4-fold)], and mineralization (*18*–*20*) [*Car12* (+19.4-fold), *Smpd3* (+17.9-fold), and *Phospho1* (+2.2-fold)] (Fig. 5, B and C, and table S2).

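Osteocyte markers had few UMIs in the Control bone region. *Phex* (chromosome X, 157162075 to 157415312) had 35 UMIs in Loaded and 2 in Control, a log2 fold change of +4.46 (interval 2.50 to 7.56). *Dmp1* (chromosome 5, 104202613 to 104214102) had 171 and 28 UMIs (+2.94, interval 2.36 to 3.57), and *Mepe*, which lies on the same chromosome from 104325329 to 104338611, had 46 and 3 (+4.27, interval 2.63 to 6.60). *Sost* (chromosome 11, 101962458 to 101967015) had 74 and 19 UMIs (+2.29, interval 1.55 to 3.10). Its blocks overlapped, with 0.0829 to 1.25 normalized counts per spot in Loaded and 0.0433 to 0.243 in Control, and its fold change lay between 1.69 and 3.04 with any block left out. The other 3 genes had every Loaded block above every Control block. The median of the 4 genes was 3.60 (interval 2.84 to 4.26). In spots with a muscle share below 5%, *Dmp1* was at 3.86 and *Sost* at 2.24, while *Phex* and *Mepe* had no UMI in Control, so that the median of 2.16, with both set against 3 UMIs, is a bound and no measure of a fall. At 1000 UMIs per spot, *Dmp1* was found in 30.5% of Loaded (interval 22.8 to 39.2) and 5.34% of Control bone spots (2.18 to 10.7), *Mepe* in 8.4% (4.27 to 14.5) and 1.53% (0.185 to 5.41), and *Sost* in 15.3% (9.58 to 22.6) and 3.82% (1.25 to 8.68). The Control shares of *Dmp1* and *Sost* did not exceed those in Control muscle spots (5.66% and 6.35%), which were not examined for bone. Loaded muscle spots had 3.64% for *Dmp1*, 0.455% for *Mepe*, and 4.09% for *Sost*. Unthinned, the bone shares were 54.1% and 19.8% for *Dmp1*, 25.3% and 1.53% for *Mepe*, and 27.4% and 12.2% for *Sost* in Loaded and Control, respectively.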

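*Wnt7b* had 11 UMIs in the Loaded bone region and 1 in the Control bone region (+3.79, interval 1.00 to 9.21), and its blocks overlapped because at least 1 Loaded block had none. *Adam12* had 28 UMIs against 2 (+4.13, interval 2.15 to 7.25) and *Cdo1* 47 against 2 (+4.88, interval 2.95 to 7.97). The counts of *Car12* (chromosome 9, 66713686 to 66766845) came from 37 Loaded spots and those of *Smpd3* from 16, with no UMI of either gene in any of the 131 Control bone spots. The log2 fold changes in Table S2, 19.37 for *Car12* and 17.90 for *Smpd3*, lie above the bounds that these counts allow to be stated. *Phospho1* was counted more often, with 198 UMIs in Loaded and 54 in Control (+2.20, interval 1.76 to 2.66), and every Loaded block (1.22 to 2.1 normalized counts per spot) was above every Control block (0.195 to 0.554). In spots with a muscle share below 5%, the fold change of *Phospho1* was 3.71.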

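*Ccn2*, *Nbl1*, and *Mgp* had fewer UMIs in the Loaded than in the Control bone region. *Ccn2* had 41 UMIs in Loaded and 656 in Control, a log2 fold change of -3.67 (interval -4.16 to -3.22). Every Loaded block (0.266 to 0.414 normalized counts per spot) was below every Control block (0.928 to 7.82). *Nbl1* had 153 and 841 UMIs (-2.13, interval -2.39 to -1.88), and *Mgp* had 657 and 2611 (-1.66, interval -1.79 to -1.54). The blocks of both genes overlapped between the sections, in the case of *Mgp* with 4.1 to 6.82 normalized counts per spot in Loaded and 3.58 to 35.3 in Control. With a block left out, *Ccn2* lay between -4.08 and -3.03, *Nbl1* between -2.51 and -1.60, and *Mgp* between -2.07 and -0.76. The 3 genes were lower in Loaded under every alternative.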

Coincident with this enhanced osteogenic response, *Ccn2* (−3.7-fold)—a master regulator of osteogenesis and chondrogenesis (*21*), *Nbl1* (−2.1-fold)—a BMP antagonist (*22*), and *Mgp* (−1.4-fold)—a potent mineralization inhibitor (*23*, *24*), were down-regulated (Fig. 5B and table S2). Osteoclast markers were less prominent in the results with expression of *Ctsk* and *Acp5* not significantly different between Control and Loaded fracture sites and up-regulation of genes associated with osteoclastogenesis (*25*, *26*) and osteoclast activity (*26*–*29*): *s100a8* (+2.3-fold), *Ncf1* (+1.6-fold), and *Mmp9* (+0.8-fold) (Figs. 4, H to J, and 5, B and C, and table S2). 

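*Ctsk* had 935 UMIs in the Loaded and 1025 in the Control bone region, a log2 fold change of +0.19 (interval 0.07 to 0.32) after normalization. Its direction changed with the tissue included, to -0.53 in spots with a muscle share below 5%, and it lay between -0.13 and 1.07 with a block left out. *Acp5* had 348 and 626 UMIs (-0.52, interval -0.71 to -0.33) and lay between -0.95 and 0.76 with a block left out, so that single blocks decided its direction. *S100a8* had 275 and 65 UMIs (+2.41, interval 2.01 to 2.82), with every Loaded block above every Control block. The corresponding counts were 311 and 128 for *Ncf1* (+1.61, interval 1.31 to 1.92) and 644 and 427 for *Mmp9* (+0.92, interval 0.74 to 1.10). Both had overlapping blocks, and *Mmp9* fell to 0.15 in spots with a muscle share below 5%. A list of 8 osteoclast genes, of which the paper names *Ctsk*, *Acp5*, and *Mmp9*, had a median of 0.03 (interval -0.54 to 0.34), at percentile 57.1 of the random lists. *S100a8* and *Ncf1* are also abundant in granulocytes, and the other 8 genes of a list of 10 granulocyte genes were higher in Loaded as well. At 1000 UMIs per spot, *Ctsk* was found in 76.3% of Loaded and 64.1% of Control bone spots (31.1% and 29% of muscle spots), *Acp5* in 39.7% and 36.6% (14.4% and 17.8%), and *Mmp9* in 61.1% and 48.1% (25.5% and 21.5%). Before thinning, the bone shares in Loaded and Control were 87% and 93.9%, 63% and 67.2%, and 82.9% and 80.2%, respectively.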

Cartilage was minimally present at both fracture sites, as evident in the gene expression maps for selected chondrocyte markers (*30*, *31*) shown in fig. S1.

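Of a list of 8 chondrocyte genes, *Col10a1* and *Matn3* had 0 UMIs in both bone regions, and *Hapln1* had 0 in Control and 1 in Loaded. A count of 0 allows up to 3.69 UMIs in a region (exact Poisson 95% limit). *Col2a1* had 33 UMIs in 27 of 146 Loaded spots (interval 22.7 to 46.3) and 20 UMIs in 18 of 131 Control spots (12.2 to 30.9). *Acan* had 7 and 23 UMIs and *Col9a1* 5 and 6 in Loaded and Control, respectively, and *Sox9* had 6 in each region. *Comp*, which tendon also expresses, made up most of the counts of the list, with 222 UMIs in Loaded and 671 in Control. Together, the 8 genes accounted for 0.067% of the UMIs in the Loaded bone region (interval 0.0593 to 0.0754) and 0.13% in the Control bone region (0.121 to 0.14). The median log2 fold change of the 5 genes with enough UMIs was 0.06 (interval -1.29 to 0.91).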

Known mechano-responsive genes were also present among the top-ranked genes including *Il11* (+17.5-fold)—a cytokine predominantly expressed in bone (*32*, *33*), *Ccn2* (−3.7-fold) (*21*, *34*), *Wnt7b* (+3.4-fold) (*35*, *36*), *Sost* (+2.2-fold)—a Wnt antagonist (*37*, *38*), *Gja1* (+2.0-fold), which encodes for the gap junction protein connexin 43 (*39*), *Sfrp4* (−1.4-fold)—a Wnt antagonist (*40*–*42*), and *Cdkn1a* (−0.7-fold)—a negative regulator of osteogenesis (*43*, *44*) (Fig. 5, B and C, and table S2).

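The 15 UMIs of *Il11* lay in 11 Loaded spots, and at least 1 Loaded block had none. *Gja1* had 184 UMIs in the Loaded and 58 in the Control bone region (+1.99, interval 1.56 to 2.44), with Loaded blocks of 1.11 to 1.98 normalized counts per spot above Control blocks of 0.201 to 0.606. *Sfrp4* had 110 and 393 UMIs (-1.51, interval -1.83 to -1.20), and its blocks overlapped. The Loaded blocks of *Cdkn1a* (202 and 431 UMIs; -0.77, interval -1.01 to -0.52) were all below its Control blocks, with 1.29 to 1.98 against 2.01 to 3.73 normalized counts per spot. Leaving out any block kept *Gja1* between 1.73 and 2.43, *Sfrp4* between -1.86 and -0.72, and *Cdkn1a* between -0.92 and -0.54.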

Differential gene expression analyses between Control versus Loaded sites were repeated with the region of interest (ROI) narrowed to sites of newly formed bone (fig. S2). Using the DC and DP volumes illustrated in Fig. 3, spots were chosen, which correspond to sites of newly formed bone (fig. S2A). Differential gene expression was found to be largely similar to the results reported using the larger regions of interest (fig. S2, B and C).

### Spatial mechanomics analyses reveal that regions of high/low strain are associated with sites where bone formation/resorption responses respectively predominate

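The paper states that Table S1 gives the barcodes of each region. The copy of the table used here lists the 2 bone regions and no strain region, so the strain regions were read from the marked spots in Fig. 7. The dots of each panel were located by color and mapped onto the spot grid of the Loaded section, through the 146 marked spots of Fig. 5A whose barcodes Table S1 gives. This assigned 22 spots to high strain, 23 to low strain, and 42 to reference strain, all of them among the bone spots of Table S1. For low strain, 23 dots were found where the paper gives 24 spots. The largest distance between a dot and its spot was 4.17 μm, against a limit of 25 μm set from the spot spacing. As a check, the mean normalized counts of the genes in Tables S3 and S4 were, in the median, 1 and 1.06 times the mean counts that those tables list. Moving a group of spots by 1 position on the grid lowered the correlation of the log2 fold changes with Table S3 from 0.954 to at most 0.933, and that with Table S4 from 0.989 to at most 0.988. The latter check therefore hardly separates the assignment from its neighbors. The regions differed in depth, with 35559 UMIs and a median of 1496 per spot in high strain, 78053 and 3172 in low strain, and 141223 and 2928 in reference strain. 7 of the 22 high strain spots had fewer than 1000 UMIs. Fold changes were computed as for the bone regions, with size factors of scran over the 87 spots, which summed to 11.9 for high, 26.5 for low, and 48.6 for reference strain. Each region was divided into 2 blocks, left and right of the marrow cavity. The high strain blocks were unequal, with most of the spots on the same side. The smaller block rests on few spots and few UMIs, so blocks that do not overlap are weak evidence there. All spots come from 1 section of 1 mouse, so they give no measure of variation between mice. Relative to scran, the TMM method of edgeR moved all log2 fold changes of high over reference strain by -0.34 and those of low over reference strain by -0.13.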

In the Loaded spatial transcriptomics section, gene expression profiles corresponding to high strain (effective strain or EFF > 1000 με, *n* = 22 spots), low strain (EFF < 500 με, *n* = 24 spots), and reference strain regions (EFF > 500 με and EFF < 1000 με, *n* = 42 spots) were analyzed (Figs. 6 and 7). Using the coefficient of variation (CV) as a measure of functional significance, the top-ranked genes in regions of high strain included genes associated with an anabolic response: *Spp1*, *Col1a2*, *Col1a1*, *Bglap*, *Sparc*, *Col11a2*, *Gpx3*, *Pdia3* (*45*), the osteoclastogenesis inhibitor (*46*) *Cd74*, and the mineralization inhibitor *Mgp* (Fig. 8). In contrast, the top-ranked genes in regions of low strain included genes associated with a catabolic response: *S100a8*, *Mmp9*, *Tpm1* (*47*, *48*), *Ctsk*, *Ncf1*, and *Igfbp4* (*49*, *50*) (Fig. 8). 

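The coefficient of variation, in percent, was taken across the spots of a region on scran-normalized counts, for genes with a mean of at least 1 normalized count per spot. The paper's text does not name the values on which it was computed. In the high strain region, 375 genes met this limit and had a median CV of 125% (quartiles 101 and 145), while counting error alone would give a median of 127%. Across genes, the CV fell with mean expression (Spearman correlation -0.787), so that abundant genes ranked low. *Col1a2*, with 131 normalized counts per spot, had a CV of 76.2% and rank 339, *Col1a1* 80.8% and rank 332, and *Pdia3* 78.5% and rank 338. *Col11a2*, with 2.86 normalized counts per spot, had a CV of 142% and rank 112. The ranks of the other 6 genes named for this region lay between 215 (*Gpx3*, 120%) and 331 (*Cd74*, 81.8%). A low rank does not mean that a gene varied little. Each named gene had a CV above that from its own counting error, from 76.2% against 13.7% for *Col1a2* to 81.8% against 74.1% for *Cd74*. The ranks depended on the scale and on the limit on the mean. By the SD of ln(1 + UMIs per 10000), *Spp1* ranked 1, *Sparc* 9, *Col11a2* 13, *Gpx3* 14, and *Cd74* 19, whereas *Col1a2* ranked 352 and *Col1a1* 359.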

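In the low strain region, 337 genes met the limit, with a median CV of 76.6% (quartiles 59 and 89.7) and 76.2% from counting error alone. *Igfbp4*, at 1.42 normalized counts per spot, had a CV of 106% and rank 28. *S100a8* had a CV of 76.6% and rank 167, *Mmp9* 72.3% and rank 189, *Ncf1* 68.9% and rank 210, *Ctsk* 66.2% and rank 225, and *Tpm1* 50.8% and rank 300. Each of these genes varied beyond its own counting error, for example *Tpm1* with 50.8% against 29.6% and *Igfbp4* with 106% against 79.9%. On the logarithmic scale, the ranks were 5 for *Igfbp4*, 58 for *S100a8*, 177 for *Ctsk*, 192 for *Ncf1*, 223 for *Mmp9*, and 297 for *Tpm1*. The high and low strain regions differ in UMIs per spot, and the CV rises as counts fall. For the 223 genes that met the limit in all 3 regions, the median CV was 108% in high, 67.2% in low, and 80.4% in reference strain, and after thinning each spot to 1000 UMIs it was 120%, 117%, and 125%, respectively.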

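In the reference strain region, 323 genes met the limit, with a median CV of 89.2% (quartiles 73.5 and 102) and 83.9% from counting error. *Mmp13*, with 96 UMIs over the 42 spots, had a CV of 146% and rank 4. *Acp5* had a CV of 112% and rank 44, *Ctsk* 104% and rank 74, *Mmp9* 92% and rank 138, *Spp1* 89.9% and rank 156, *Sparc* 89.5% and rank 159, and *Bglap* 75.6% and rank 230. Each of these genes varied beyond its own counting error, for example *Sparc* with 89.5% against 25.8% and *Acp5* with 112% against 56.3%. By the SD of ln(1 + UMIs per 10000), *Acp5* ranked 1, *Mmp13* 3, *Ctsk* 4, *Spp1* 34, *Mmp9* 55, *Sparc* 276, and *Bglap* 288.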

In the reference strain region, the top-ranked genes included genes associated with an anabolic response (*Spp1*, *Sparc*, and *Bglap*), genes associated with a catabolic response (*Ctsk*, *Acp5*, and *Mmp9*), and genes that couple bone formation with resorption (*Mmp13*) (*27*) (Fig. 8).

**Fig. 6.**
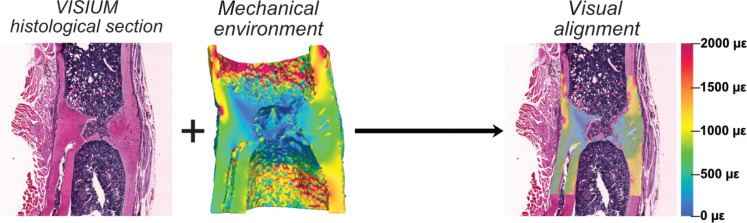
Association of spatially resolved molecular profiles of cells with their local in vivo mechanical environment. Visual alignment of the 2D spatial transcriptomics histological section within the 3D mechanical environment in the Loaded fracture site. Element size in the 3D micro-FE model of the mechanical environment is 10.5 μm by 10.5 μm by 10.5 μm.

**Fig. 7.**
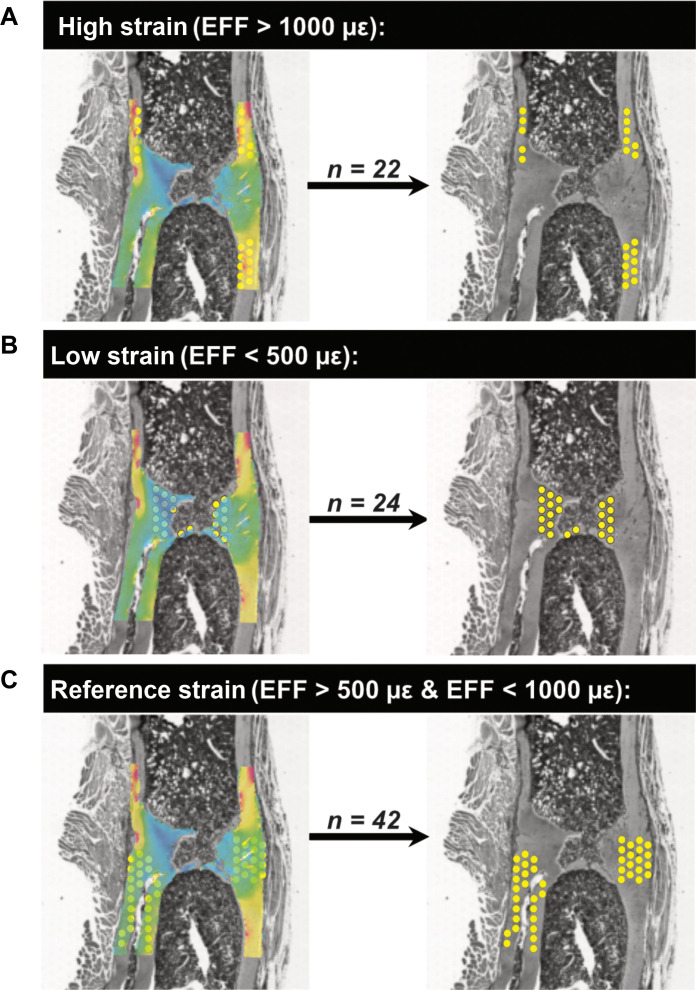
Classification of spots with respect to their local in vivo mechanical environment. Identification of transcriptomic responses at (**A**) sites of high strain (EFF > 1000 με), (**B**) sites of low strain (EFF < 500 με), and (**C**) sites corresponding to a reference strain region (EFF > 500 με and EFF < 1000 με). Element size in the 3D micro-FE model of the mechanical environment is 10.5 μm by 10.5 μm by 10.5 μm. Spot size of the spatial transcriptomics data is 55 μm. Effective strain (EFF) represents the mechanical environment.

**Fig. 8.**
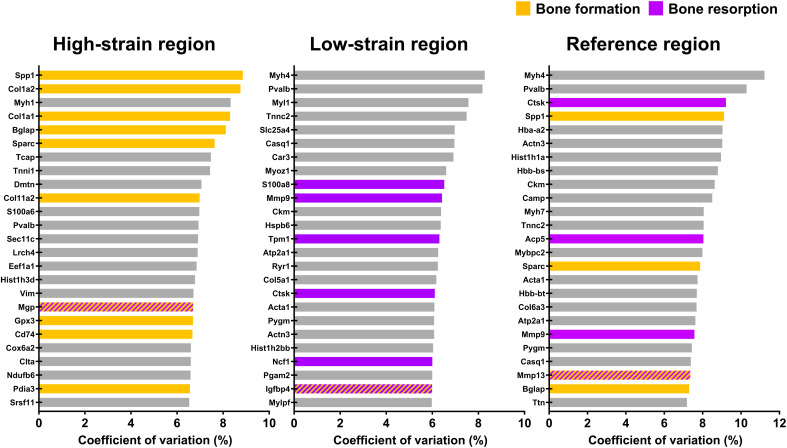
Use of the coefficient of variation (CV) to analyze transcriptomic responses of cells with respect to their local in vivo mechanical environment. Data presented (*n* = 1 per group) correspond to the mechanically loaded fracture site at 5 weeks after surgery. Use of the coefficient of variation (CV) to identify the top 25 genes of functional significance within each strain region. Genes associated with bone formation are identified in orange. Genes associated with bone resorption are identified in purple. Genes that are inhibitors of bone formation/resorption or genes that have roles in both bone formation/resorption are identified by alternating lines/hatches in orange and purple.

In comparisons of high strain versus reference strain regions, 5146 genes were identified with sufficiently high expression to be included in a DEG analysis. Of these, 114 genes were differentially expressed (FDR-adjusted *P* value cutoff <0.05; absolute log2 fold change >0.5) with 108 genes up-regulated and 6 genes down-regulated (table S3). 

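With at least 10 UMIs summed over the 87 strain spots, 5437 genes were retained, and 13581 had at least 1 UMI. A UMI in at least 5 spots, which is also 5% of these spots, was found for 8177 genes. For high over reference strain alone, 4001 genes had at least 10 UMIs over the spots of these regions, with a median log2 fold change of -0.09 and 46.9% of the genes above 0. Under TMM normalization, that share was 30.4%.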

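All 114 genes of Table S3 had UMIs in both regions, and 113 of them (99.1%) had the same sign as in the table, 107 above and 7 below 0. The exception was *Col1a2*. Across these genes, the Pearson correlation with Table S3 was 0.954 and the Spearman correlation 0.922, but the table's log2 fold changes were higher than those computed here by a median of 0.49. Of the 15 other ways to compute size factors that were tried after this difference was seen, the closest left a median of 0.36. Under TMM normalization, the difference was 0.83, and 99 of the 114 genes kept the sign of the table. Among the genes with at least 30 UMIs whose blocks did not overlap, the 3 highest were *Tnnc1* (+1.93, interval 1.17 to 2.70), *Dmtn* (+1.85, interval 0.98 to 2.72), and *Coq8a* (+1.81, interval 0.96 to 2.64). The 3 lowest were *Jdp2*, *Snai1* (-3.65, interval -8.98 to -1.10), and *Scand1* (-3.29, interval -8.63 to -0.73), each with 1 UMI in the high strain region. *S100a16* also met the rule, with 0 UMIs in high strain and 30 in reference strain (at least 2.45-fold lower when set against 3 UMIs; upper 95% limit of the log2 fold change -0.91).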

The following genes associated with bone formation were found to be up-regulated: *Coq10a* (+2.2-fold) (*51*, *52*), *Myh2* (+2.0-fold) (*53*), *Sirt7* (+1.9-fold) (*54*), *Pdia3* (+1.0-fold), and *Col1a2* (+0.9-fold) (Fig. 9A and table S3). 

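*Coq10a* had 19 UMIs in the high strain and 26 in the reference strain region, or 1.59 against 0.535 normalized counts per spot, a log2 fold change of +1.57 (interval 0.64 to 2.48). *Myh2*, a myosin heavy chain of skeletal muscle, had 40 and 62 UMIs (+1.40, interval 0.78 to 1.99), and *Sirt7* had 13 in each region (+2.03, interval 0.80 to 3.25). These 3 genes had both high strain blocks above both reference strain blocks, although the smaller high strain block held few spots and few of their UMIs. For *Pdia3*, with 74 and 229 UMIs, the fold change was +0.40 (interval -0.00 to 0.78) and was not separable from 0 at this depth, although its blocks did not overlap either. *Col1a2* had 1279 and 5657 UMIs (-0.12, interval -0.21 to -0.03). Its blocks differed more than the regions did, with 70.4 and 221 normalized counts per spot on the sides of the high strain region and 115 and 118 in reference strain, and leaving out a side moved the fold change from -0.73 to 0.93. The value of 0.93 rests on the smaller high strain block alone. With each spot weighted equally, it was 0.33. The other osteoblast genes that the paper names had no higher values in high strain, with *Alpl* at -1.78 (interval -3.71 to -0.34), *Col1a1* at -0.73 (-0.87 to -0.60), and *Bglap* at -0.40 (-0.73 to -0.08). With *Sp7*, which had 0 UMIs in high strain and 17 in reference strain, taken at its bound, the median of the list of 6 osteoblast genes was -0.59 (interval -0.84 to -0.25; percentile 3.65 of the random lists), from -1.09 to 0.48 with a side left out. The TMM method, which moved this list most among the normalizations, gave -0.93.

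**Figure D2:**
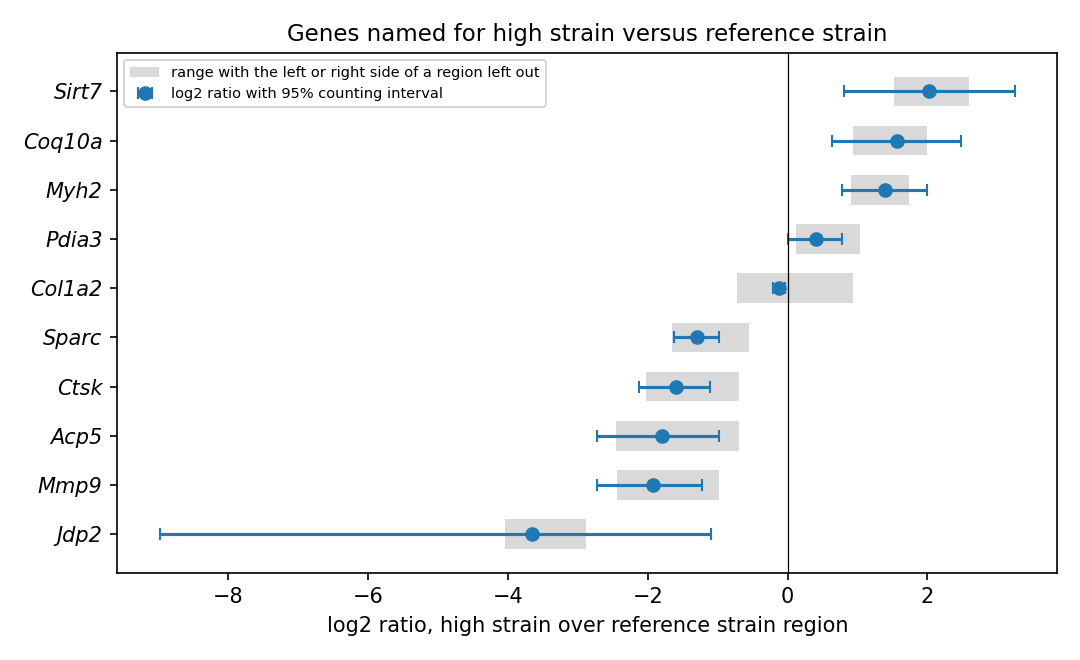
Log2 ratio in high strain over reference strain spots of the Loaded section (horizontal axis, log2 scale) for the 10 genes that the text names for this comparison. Points carry 95% counting intervals and bars span the values with the left or right side of a region left out. The bar of Col1a2 crosses 0, from -0.73 to 0.93.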

All remaining up-regulated genes had no established roles in bone function or are ubiquitously expressed. 

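14 of the 108 genes that Table S3 lists as up-regulated are on the list of 22 skeletal muscle genes, which was fixed in advance. The median log2 fold change of that list in high over reference strain was 0.50 (interval 0.36 to 0.57), at percentile 100 of the random lists, and it was 0.16 under TMM normalization. In the Loaded section outside the bone region, 66 of the 108 genes took a larger share of all UMIs in the 699 muscle spots than in the 586 other spots. The median log2 ratio of these shares over the 108 genes was 0.72, at percentile 100 of random lists matched on expression, whose median was -0.38. This last comparison was chosen after the list was seen.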

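*Sparc* had 88 UMIs in the high strain and 880 in the reference strain region, a log2 fold change of -1.29 (interval -1.63 to -0.98). Among genes of bone resorption, *Mmp9* had 17 and 263 UMIs (-1.92, interval -2.73 to -1.22), *Acp5* 13 and 183 (-1.79, interval -2.72 to -0.98), and *Ctsk* 37 and 455 (-1.59, interval -2.12 to -1.11). *Jdp2*, with 1 UMI against 51, had a fold change of -3.65 with a wide interval (-8.98 to -1.10). Both high strain blocks of each of these 5 genes were below both reference strain blocks. With a side of a region left out, *Sparc* lay between -1.65 and -0.55, *Mmp9* between -2.44 and -0.98, *Acp5* between -2.46 and -0.69, and *Ctsk* between -2.03 and -0.70. The osteoclast list, of which 4 genes had enough UMIs, had a median of -1.69 (interval -2.03 to -1.24; percentile 0.055 of the random lists).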

Down-regulated genes included the following gene associated with bone mineralization: *Sparc* (−0.8-fold); and the following genes associated with bone resorption: *Jdp2* (−1.6-fold) (*55*), *Mmp9* (−1.5-fold), *Acp5* (−1.4-fold), and *Ctsk* (−0.9-fold) (Fig. 9A and table S3). All remaining down-regulated genes had no established roles in bone function. Gene-set enrichment analysis of differentially expressed genes (DEGs) identified the positive enrichment of signaling pathways associated with bone formation (FDR-adjusted *P* value < 0.05) (Fig. 9B and table S5).

**Fig. 9.**
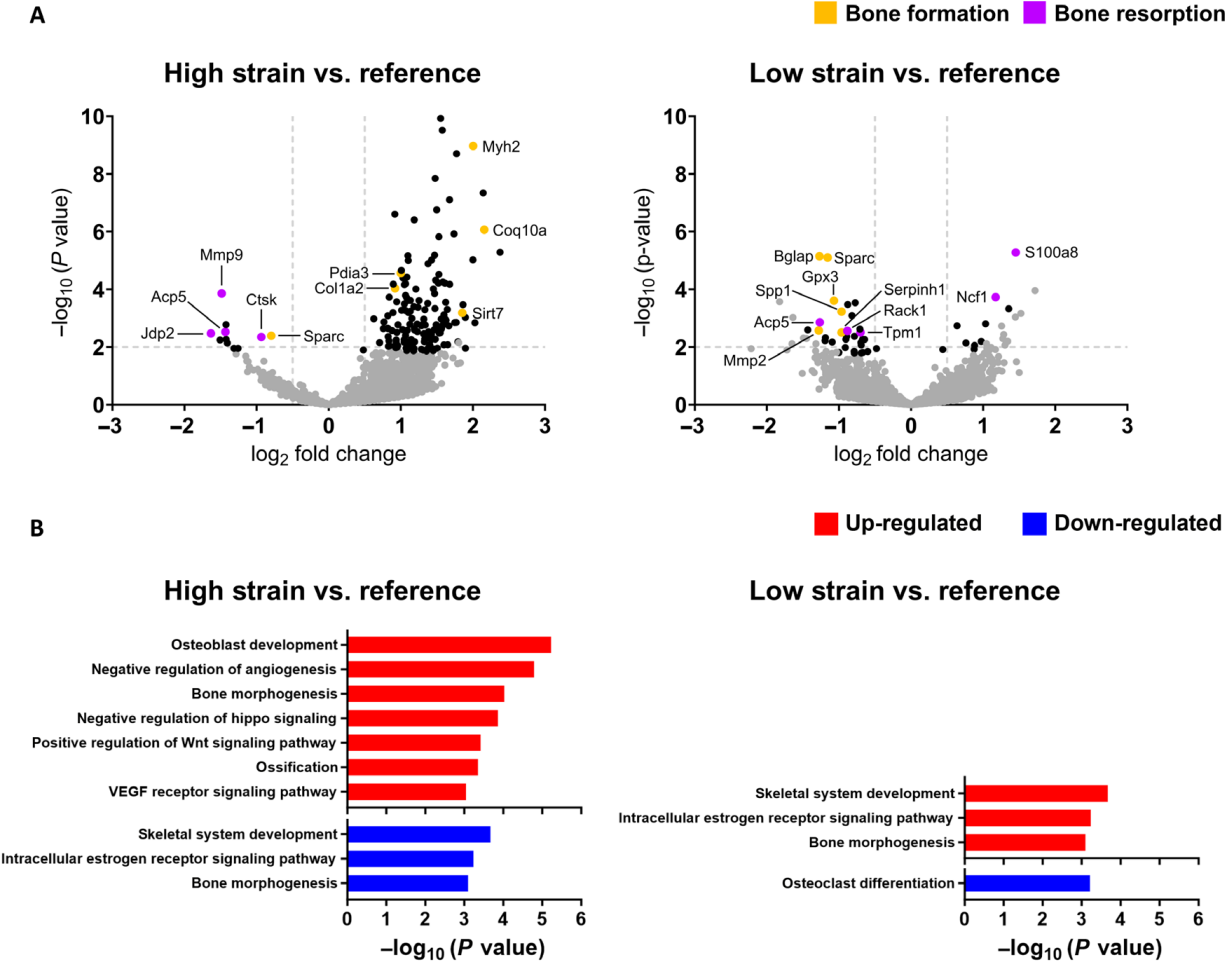
Use of differential gene expression analysis and gene-set enrichment analysis to analyze the transcriptomic responses of cells with respect to their local in vivo mechanical environment. Data presented (*n* = 1 per group) correspond to the mechanically loaded fracture site at 5 weeks after surgery. Genes associated with bone formation are identified in orange. Genes associated with bone resorption are identified in purple. Genes that are inhibitors of bone formation/resorption or genes that have roles in both bone formation/resorption are identified by alternating lines/hatches in orange and purple. (**A**) Volcano plots to visualize DEGs between strain regions. (significance criteria: FDR-adjusted *P* value cutoff < 0.05 and an absolute log2 fold change > 0.5). Significant DEGs associated with bone formation are identified in orange and significant DEGs associated with bone resorption are identified in purple. Non-DEGs are represented in gray. (**B**) Gene-set enrichment analysis performed in one-on-one comparisons between mean expression of high strain versus reference spots and low strain versus reference spots. The significant annotation terms were selected using an FDR-adjusted *P* value < 0.05. Only annotation terms relevant to fracture healing are presented.

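For low over reference strain, 4884 genes had at least 10 UMIs over the spots of both regions. Their median log2 fold change was -0.03, and 49.3% of them were above 0. The same reference strain spots serve both comparisons, so that chance in these spots moves both sets of fold changes together.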

In comparisons of low strain versus reference strain regions, 5146 genes were identified with sufficiently high expression to be included in a DEG analysis. Of these, 19 genes were differentially expressed (FDR-adjusted *P* value cutoff < 0.05; absolute log2-fold change > 0.5) with 5 genes up-regulated and 14 genes down-regulated (table S4). 

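All 19 genes of Table S4 had the same sign here, 5 above and 14 below 0. Across these genes, the Pearson correlation with Table S4 was 0.989 and the Spearman correlation 0.97, and the table's values were lower than those computed here by a median difference of -0.17. Among the genes with at least 30 UMIs whose blocks did not overlap, the highest were *Cd177* (+1.79, interval 0.93 to 2.70), *S100a8*, and *Cd52* (+1.75, interval 0.88 to 2.66). The lowest were *Sost*, with *Cthrc1* and *Crtap* at the same counts (-1.93, interval -3.90 to -0.42).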

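*S100a8* had 99 UMIs in the low strain and 53 in the reference strain region, or 3.74 against 1.09 normalized counts per spot, a log2 fold change of +1.78 (interval 1.28 to 2.29). *Ncf1* had 101 and 67 UMIs (+1.47, interval 1.01 to 1.93). Both low strain blocks of each gene were above both reference strain blocks. The granulocyte list, which includes both genes, had 8 members with enough UMIs, all of them higher in low strain, with a median of 1.51 (interval 1.23 to 1.73; percentile 100 of the random lists). Spots with a muscle share below 5%, of which there were 6 in low and 9 in reference strain, moved that median most, to 2.89. The erythroid list had a median of 0.85 (interval 0.75 to 0.98; percentile 99.8). Among markers of osteoclasts, *Mmp9* had a fold change of -0.05 (interval -0.35 to 0.26) and *Ctsk* of -0.72 (-0.99 to -0.45).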

The following genes associated with bone resorption were found to be up-regulated: *S100a8* (+1.5-fold) and *Ncf1* (+1.2-fold) (Fig. 9A and table S4). All remaining up-regulated genes had no established roles in bone function or are ubiquitously expressed. Down-regulated genes included the following genes associated with bone formation: *Mmp2* (−1.3-fold), *Bglap* (−1.3-fold), *Sparc* (−1.2-fold), *Gpx3* (−1.1 fold) (*56*), *Spp1* (−1.0-fold), and *Serpinh1* (−1.0-fold) (*57*); and the following genes associated with bone resorption: *Acp5* (−1.3-fold), *Rack1* (−0.9-fold) (*58*), and *Tpm1* (−0.7-fold) (Fig. 9A and table S4). 

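*Mmp2* had 16 UMIs in the low strain and 86 in the reference strain region, a log2 fold change of -1.55 (interval -2.42 to -0.77). The values were -1.21 for *Bglap* (119 and 504 UMIs; interval -1.51 to -0.92), -1.15 for *Sparc* (216 and 880; -1.37 to -0.94), and -0.87 for *Gpx3* (68 and 228; -1.28 to -0.47). *Serpinh1* (-1.02, interval -1.59 to -0.48) and *Rack1* (-0.95, interval -1.45 to -0.47) had, like these 4 genes, both low strain blocks below both reference strain blocks. *Spp1* (143 and 595 UMIs; -1.18, interval -1.46 to -0.92) and *Acp5* (38 and 183; -1.39, interval -1.94 to -0.88) had overlapping blocks, but stayed below 0 with either side of a region left out, at -1.70 to -0.20 and -1.88 to -0.30, respectively. *Tpm1* (258 and 599 UMIs; -0.34, interval -0.56 to -0.13) did not, with -0.91 to 0.22. The median over the 6 osteoblast genes was -0.35 (interval -0.92 to -0.10; percentile 11.1), that over the 4 osteocyte genes -1.23 (-2.08 to -0.39; percentile 0.32), and that over 4 osteoclast genes -0.38 (-1.00 to -0.22; percentile 14.4).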

All remaining down-regulated genes had no established roles in bone function.

## DISCUSSION

The mechano-responsiveness of bone cells has been recognized for more than 100 years, yet the underlying biological mechanisms remain not well understood. It has proven extremely difficult to investigate the role of local mechanical environments at fracture sites in driving site-specific cellular responses. Here, we address this challenge by demonstrating the potential of our spatial transcriptomics–based mechanomics platform in exploring the mechanoregulation of fracture healing. Using an established femur defect mouse model, we demonstrate that our cyclic mechanical loading protocol induces a strong anabolic response corroborated by time-lapsed micro-CT measurements and spatial transcriptomics profiling. Moreover, in associating gene expression profiles with their local mechanical environments, sites of high strain were associated with bone formation responses and sites of low strain were associated with bone resorption responses. 

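High and low strain spots can also be compared directly, with no shared reference. In high over low strain, 2443 genes had at least 10 UMIs, with a median log2 fold change of -0.07, and TMM moved all of these fold changes by -0.21. The 5 osteoblast genes with enough UMIs had a median of -0.35 (interval -0.50 to 0.15; percentile 11.1), which ranged from -0.95 to 0.77 with a side left out. *Bglap* was +0.81 (interval 0.41 to 1.21) and *Spp1* +0.55 (0.16 to 0.93), while *Col1a1* was -0.39 (-0.54 to -0.24). Of the bone formation genes that the paper names as up-regulated at high strain, *Coq10a* was +1.31 (0.29 to 2.35), *Myh2* +1.77 (1.03 to 2.55) and *Sirt7* +1.53 (0.23 to 2.88). *Pdia3* was +0.11 (-0.31 to 0.52) and *Col1a2* -0.27 (-0.37 to -0.18). The osteoclast list had a median of -0.64 (interval -1.53 to -0.29; percentile 2.77), with *Mmp9* at -1.88 (-2.70 to -1.15). The granulocyte list was at -1.21 (interval -1.74 to -0.80; percentile 0), with *S100a8* at -2.48 (-3.73 to -1.44) and *Ncf1* at -1.11 (-1.87 to -0.42). The skeletal muscle list was at 0.42 (interval 0.35 to 0.61; percentile 98.6). From the genes that were higher or lower in each region against reference strain, with their enriched pathways and their variation, the paper states that sites of high strain were associated with bone formation responses and sites of low strain with bone resorption responses.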

Our spatial transcriptomics–based mechanomics platform thus presents unique opportunities to investigate fundamental questions within the field of bone mechanobiology: (i) which genes, cell populations, and signaling pathways respond to local mechanical stimuli; (ii) how do the responses of these genes, cell populations, and signaling pathways change as a function of the local mechanical environment; and (iii) how can the “mechanical dose” delivered by mechanical intervention therapies be optimized to achieve specific outcomes.

Micro-CT–based bone morphometric analysis confirmed the effect of cyclic mechanical loading with an enhanced osteogenic response producing much larger callus/bone volumes. Although limited to *n* = 2 mice per group, this is corroborated by our previous studies in female 20-week-old C57BL/6 mice (*11*), female 12-week-old and 35-week-old PolgA^D257A/D257A^ mice (*59*, *60*), and female 12-week-old BCR:PolgA ^D257A/D257A^ mice (*61*). Moreover, as illustrated in Fig. 2, sites of bone formation (identified in orange) unequivocally predominate between weeks 3 and 5 in the mechanically loaded fracture sites.

Visualization of spatial gene expression at the fracture sites and differential gene expression analyses further underscored this osteogenic effect with up-regulation of genes associated with matrix synthesis (*Col1a1*, *Col1a2*, and the noncollagenous proteins: *Bglap* and *Sp7*) and mineralization (*Alpl*, *Dmp1*, *Phex*, *Car12*, *Smpd3*, and *Phospho1*) (Fig. 5, B and C, and table S2). Chondrocyte markers were minimally present at both fracture sites as the time point analyzed after fracture corresponded to the remodeling phase of the fracture healing process (fig. S1). Despite the functional importance of members of the tumor necrosis family, significant differences in the expression of osteoprotegerin (OPG—encoded by *Tnfrsf11b*) and receptor activator of nuclear factor kappa-Β ligand (RANKL—encoded by *Tnfsf11*) were not present. 

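*Tnfrsf11b* had 10 UMIs in the Loaded and 9 in the Control bone region, a log2 fold change of +0.48 (interval -0.97 to 1.96). *Tnfsf11* had 11 and 10 UMIs (+0.47, interval -0.91 to 1.86). Both intervals include 0, so these counts do not set the direction of either gene.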

Elevated expression of both OPG and RANKL has been reported in a tibial closed-fracture mouse model with levels gradually subsiding over a 4-week period relative to contralateral control tibias (*62*). However, here, mechanical loading of the fracture site did not markedly alter the expression of OPG—an inhibitor of osteoclastogenesis. In agreement, markers of osteoclastogenesis (*Ncf1* and *Mmp9*) were found to be up-regulated, and are likely the result of the coupling of the anabolic and catabolic phases of the response to mechanical loading.

The prevalence of osteocyte markers (*Phex*, *Dmp1*, *Mepe*, and *Sost*) among the top DEGs is noteworthy and likely reflect the following processes at the fracture site: (i) mineralization driven by young osteocytes (*Phex* and *Dmp1*), (ii) regulation of mineralization by mature osteocytes (*Mepe*), and (iii) the progressive maturation of osteocytes encapsulated in the bone matrix (*Mepe* and *Sost*) (*63*). The up-regulation of *Sost*—a potent inhibitor of Wnt signaling in osteoblasts—was unexpected. 

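Within the Loaded section, the counts of *Sost* were uneven. They came from 40 of the 146 bone spots. Among the strain regions, 32 UMIs lay in reference strain (17 of 42 spots), 5 in high strain (3 of 22 spots), and 1 in low strain (1 of 23 spots). In low over reference strain, this is a log2 fold change of -4.13 (interval -9.47 to -1.54), and in high over reference strain of -0.65 (-2.37 to 0.72).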

The expression of *Sost* is regulated by both biochemical (*64*, *65*) and mechanical (*38*) cues. In intact bones, *Sost* expression is down-regulated with mechanical loading and up-regulated with mechanical unloading (*38*). However, fewer studies have investigated the role of *Sost* in the context of fracture healing. Coates *et al.* (*30*) conducted a comparison of the transcriptional profiles of intramembranous and endochondral ossification following fracture. In their model of intramembranous ossification in the mouse ulna, *Sost* was down-regulated at 4 hours and 1 day following fracture relative to the intact contralateral ulna. In their model of endochondral ossification in the mouse femur, *Sost* was down-regulated at 4 hours, 1 day, 3 days, 7 days, and 14 days following fracture relative to the intact contralateral femur. The bone formation mechanism (that is, intramembranous versus endochondral ossification) within each of these models is determined by the mechanical stability of the injury site. This demonstrates that the regulation of *Sost* at fracture sites is not exclusively mechanical in nature. The presence of an alternative mechanism of Wnt regulation is suggested in our results by the up-regulation of *Wnt7b* and down-regulation of *Sfrp4*. 

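*Wnt7b* was counted in 9 of the 146 Loaded spots and in 1 of the 131 Control spots, and *Sfrp4* in 69 and 97, respectively. The normalized counts of *Sfrp4* per spot were 0.683 to 1.11 in the Loaded blocks and 0.862 to 5.17 in the Control blocks. In spots with a muscle share below 5%, the fold change of *Wnt7b* was 1.66 and that of *Sfrp4* -1.18.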

Expression of *Wnt7b* is reported to be minimal in adult bone—but induced in response to mechanical loading (*35*) or following fracture (*30*). Down-regulation of the Wnt antagonist *Sfrp4* is similarly reported to be mechanically induced in rodent models of bone adaptation (*41*, *42*). Neither gene has been well studied in the context of mechanically driven fracture healing and thus warrants further investigation as a potential mechano-sensitive regulatory mechanism of Wnt signaling. Nevertheless, it should be noted that our spatial transcriptomics data are limited to *n* = 1 per group—thus, our findings may not be representative of larger datasets. In the same way that each mouse in our study receives an individualized or “patient-specific” loading intervention, the fracture healing response and the response to mechanical loading are variable processes that differ from subject to subject.

In associating molecular pathways at the cellular scale with their local mechanical in vivo environment within a single histological section, cells in regions of high strain were found to express genes involved in bone formation responses: up-regulation of *Coq10a*, *Myh2*, *Sirt7*, *Pdia3*, and *Col1a2*; down-regulation of *Jdp2*, *Mmp9*, *Acp5*, and *Ctsk*; and positive enrichment of “*osteoblast development*,” “*ossification*,” “*positive regulation of Wnt signaling pathway*,” and “*negative regulation of hippo signaling*,” whereas cells in regions of low strain were found to express genes involved in bone resorptive responses: up-regulation of *S100a8* and *Ncf1* and down-regulation of *Mmp2*, *Bglap*, *Sparc*, *Gpx3*, *Spp1*, and *Serpinh1*. This finding is in agreement with the fundamental principle of Wolff’s law on the capacity of bone to functionally adapt to its mechanical environment. However, we are yet to establish the mechanobiological mechanisms governing these strain-specific cellular responses as this would necessitate a more comprehensive dataset. It cannot be ruled out that the cellular responses observed are (to a partial extent) site-specific responses or biochemically driven responses independent of the local mechanical environment. Nevertheless, this demonstration within a single histological section of bone underscores the potential of our platform to develop a molecular-based understanding of the mechanoregulation of fracture healing. The ability to analyze spatially resolved omics data with respect to the local in vivo mechanical environment is a notable achievement within the field of bone mechanobiology.

In assessing the merits of our platform, original features, opportunities for further optimization, and limitations were considered. There are three original aspects to our work: (i) no comparable platform exists in the field that permits the spatial integration of CT bone morphology data, 3D mechanical environments, and gene expression data from a single fracture site; (ii) the generation of spatially resolved transcriptomics data to investigate bone mechanobiology; and (iii) the analysis of gene expression as a function of the local mechanical environment. The demonstration of the latter analysis is the most impactful feature of our work. Previous studies have largely assumed homogeneous strain environments at skeletal sites as the technology has simply not existed to analyze gene expression as a function of local mechanical environments (*66*). It thus represents a major technological achievement as it surpasses the current state of the art in the field of bone mechanobiology. Furthermore, our platform has broad applications within the field of bone mechanobiology. In mouse models, the three most common skeletal sites at which mechanobiological studies have been conducted are the femur, the vertebra (*67*), and the tibia (*68*). These studies have investigated the mechanobiology of either bone adaptation or fracture healing. By replacing the femur defect mouse model in our platform with one of these other established mouse models in the field, our platform can be applied to investigate the mechanobiology of bone at these sites. All other components of our platform (micro-CT imaging, mechanical loading, micro-FE modeling, and spatial transcriptomics) can be applied at any of these skeletal sites. The platform is also adaptable for use with tissue-engineered bone constructs.

The spatially resolved characterization of the transcriptome of a fracture site presented herein is a notable feature. Historically, experimental methodologies within the field have presented a trade-off between the use of omics technologies to sequence the genome, transcriptome, or proteome from dissociated specimens versus the use of immunohistochemistry or in situ hybridization to localize a predetermined subset of molecules within intact tissues. With the advent of spatial molecular profiling technologies, spatially contextualized maps of the diverse landscape of cell types and their functions can be captured. However, the use of spatial transcriptomics in bone presents challenges due to the mineralized nature of bone. The need to maintain a delicate balance between tissue decalcification and RNA preservation has constrained the use of spatial transcriptomics in bone studies. However, we have established and made available a protocol for the use of the Visium Spatial Gene Expression assay with FFPE bone sections (*13*). The success of our protocol is evident in quality control measures. In measures of both unique transcripts and unique genes, the median numbers for our data were notably higher than those reported for bone sections in the literature (*69*). 

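Over all spots under tissue, the median was 2190 UMIs and 1266 genes per spot in the Control section and 2630 UMIs and 1426 genes in the Loaded section. Over the 1898 Control and 1431 Loaded spots that passed the filter on UMIs and genes, the medians were 2289 UMIs and 1312 genes in Control and 2638 UMIs and 1430 genes in Loaded. The quartiles of UMIs per spot among those that passed were 1337 and 6070 in Control and 1806 and 4012 in Loaded.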

In terms of reproducibility, each tissue- and strain-specific spot within a spatial transcriptomics section can be considered a technical replicate of the local in vivo environment. All spots within a section are subjected to the same sample preparation and processing conditions, reducing technical variation introduced by differences in the processing of different samples. Moreover, comparing spots from different regions within the same tissue section can provide a means of internal validation and control. For example, in our analysis of strain regions within the mineralized tissue, regions of high/low strain are compared against a reference strain region within the same section. 

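Spots outside the bone regions in which the skeletal muscle list took at least 10% of the UMIs were counted as muscle spots, 1030 of 1898 in the Control section (54.3%) and 699 of 1431 in the Loaded section (48.8%). In both sections, the median distance from a bone spot to the nearest of them was 173 μm. The median muscle share of bone spots fell with this distance, from 17.7% at 1 spot spacing to 4.58% beyond 4 in Control, and from 11.9% to 5.1% in Loaded. The median log2 fold change of the muscle list in the Loaded over the Control bone region was -1.02 (interval -1.08 to -0.97; percentile 0 of the random lists). High strain spots lay at a median of 173 μm, low strain spots at 436 μm, and reference strain spots at 137 μm from the nearest muscle spot. Of the marrow genes, the erythroid list was at 0.31 (interval 0.04 to 0.38; percentile 87.6) and the granulocyte list at 1.83 (1.49 to 2.15; percentile 100) in Loaded over Control. In single spots, the median share of granulocyte genes was 0.69% in low strain, 0.257% in reference strain, and 0.219% in high strain.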

Although beyond the scope of this publication, our experiments with the Visium Spatial Gene Expression assay also permitted preservation of muscle and marrow at the fracture site. The technique thus provides opportunities to investigate the cross-talk between different cell populations and its roles in driving the healing response at the fracture site. Notably, genes without well-defined roles in fracture healing also featured prominently in our differential gene expression analyses, underscoring the transformative potential of spatial profiling technologies in unraveling molecular pathways and mechanisms.

The platform does present opportunities for further optimization and is not without limitations. To associate transcriptomic responses of cells to their local in vivo mechanical environment, a two-dimensional (2D) histological section was visually aligned within the 3D micro-CT–derived mechanical environment. However, the use of an approach based on visual assessment is both labor intensive and error prone. Machine learning driven 2D-to-3D registration techniques can potentially be incorporated into the platform to perform this task. Moreover, the transcriptomics data generated using the Visium Spatial Gene Expression assay is not at single-cell resolution. Instead, the capture area on each Visium slide consists of a grid of 55-μm-diameter spots with the center of each spot positioned approximately 100 μm from the center of adjacent spots. Each spot may thus overlap the boundaries between tissue structures or strain regions and may necessitate the exclusion of specific spots. Calluses with trabecular structures pose a specific challenge as the grid pattern of the Visium capture areas may not be optimally positioned to capture the transcriptomic response within each trabecular strut. Recent advancements in omics technologies have led to the availability of techniques for generating spatially resolved omics data at single-cell resolution (such as the Visium HD slide from 10x Genomics). Integration of such techniques into our platform represents the next logical progression in its evolution. In addition, the RNA quality of transcriptomics data generated from formalin-fixed paraffin-embedded (FFPE) samples is generally inferior to fresh frozen samples. Protocols for the use of fresh frozen bone samples with the Visium Spatial Gene Expression assay are yet to be established and future applications using our platform should consider the use of fresh frozen samples. Last, the micro-FE models of the mechanical environment are based on supra-physiological loading applied to the fracture site and do not consider the physiological loading applied during functional activities. Direct measurements of the mechanical environment via implanted sensors could provide quantification of the physiological loading at the fracture site (*70*)—but implementation of such sensors in mouse models has proven challenging.

In conclusion, we present an experimental platform to perform spatially resolved analysis of the transcriptomic responses of cells with respect to their local in vivo mechanical environment. Given the limited understanding of the cellular and molecular mechanisms governing the mechanobiology of bone repair, the platform—especially when adapted to function at single-cell resolution—has the potential to address the fundamental open question within the field: Which cell populations and signaling pathways sense and respond to local mechanical stimuli? Insights into the mechanoregulation of fracture healing will have implications for the broader translation of mechano-therapeutics to clinical settings, with the potential to identify strategies and discover mechano-responsive targets to enhance repair in compromised healing environments.

## MATERIALS AND METHODS

### Experimental design

Our objective is to demonstrate the potential of our spatial-transcriptomics–based mechanomics platform in investigating the mechanobiology of fracture healing. As illustrated in Fig. 1, the platform consists of the following: (i) an established femur defect mouse model (*11*), (ii) established in vivo micro-CT imaging protocols and analyses (*9*), (iii) an established osteogenic cyclic mechanical loading approach (*11*, *12*), (iv) an established spatial transcriptomics approach for bone tissue (*13*), and (v) an established in silico micro-FE modeling approach (*12*).

### Ethics statement

All mouse experiments were performed in accordance with relevant national regulations (Swiss Animal Welfare Act, TSchG, and Swiss Animal Welfare Ordinance, TSchV) and authorized by the Zürich Cantonal Veterinary Office (approved license number: ZH229/2019; Kantonales Veterinäramt Zürich, Zurich, Switzerland).

### Mouse line

Our laboratory has previously established a bone cell reporter (BCR) mouse model using CRISPR-Cas9 technology to label osteoblast (Integrin binding sialoprotein—Ibsp) and osteoclast-specific targets [tartrate-resistant acid phosphatase (TRAP) type 5—Acp-5] with fluorescent proteins (eGFP and mCherry) (*71*). All mice were bred, monitored, and maintained under specific pathogen–free conditions at the ETH Phenomics Centre, ETH Zürich (12-hour light/12-hour dark cycle, ad libitum access to maintenance feed and water).

### Femur defect model

Female 12-week-old BCR mice (*n* = 4) received mid-diaphyseal femoral defects (0.68 ± 0.04 mm) using an established osteotomy surgical protocol (*11*). Briefly, an external fixator (Mouse ExFix, RISystem, Davos, Switzerland) was positioned at the craniolateral aspect of the right femur using four mounting pins and the defect was created using a 0.66-mm Gigli wire saw. Preoperative analgesia (25 mg/liter, Tramal, Gruenenthal GmbH, Aachen, Germany) was provided via the drinking water 2 days before surgery until the third postoperative day. Anesthesia for all animal procedures (surgery, in vivo imaging, and mechanical loading) was achieved using isoflurane (induction/maintenance: 5%, 2 to 3% isoflurane/oxygen).

### In vivo micro-CT imaging

In vivo micro-CT imaging of the fracture site between the two inner screws of the external fixator was performed weekly in all mice (weeks 0 to 5; vivaCT 80, Scanco Medical AG, Brüttisellen, Switzerland) (10.5 μm resolution, 55 kVp, 145 μA, 350 ms integration time, 500 projections per 180°, 21 mm field of view, scan duration ca. 15 min). To avoid motion artifacts during scanning, a custom-designed holder was used to secure the external fixator (*11*).

Registration of time-lapsed in vivo images permits visualization of sites of bone formation, quiescence, and resorption (*67*). Reconstructed micro-CT images of each mouse were registered sequentially using an established algorithm (*9*); proximal and distal cortices were registered separately at time points where bridging of the fracture site was not present as minor relative displacements between proximal and distal cortices were observed to occur. Images were Gaussian filtered (sigma 1.2, support 1) and bone volumes (BVs) were computed (threshold: 395 mg HA/cm^3^) in four nonoverlapping volumes of interest (VOIs): the defect center (DC), the defect periphery (DP), the existing fracture cortices together with the medullary cavity (FC), and the cortex periphery (FP) (Fig. 3) (*9*). Bone morphometric indices (BV/TV, bone formation rate—BFR, bone resorption rate—BRR) were evaluated within each VOI. Bone volumes were normalized with respect to the central VOIs (DC and FC) which represent the total volume (TV) of intact bone (*9*): thus, DC/DC, DP/DC, FC/FC, and FP/FC. Defect sizes (*h*) were calculated using the following formula: *h* = 2 DC/(CSA_P + CSA_D), where DC is the defect volume at week 0 and CSA_P and CSA_D represent the proximal and distal cross-sectional areas, respectively, which are situated directly adjacent to the fracture site.

### Mechanical loading

Following bridging of the fracture site at 3 weeks after surgery, the mice received either individualized cyclic mechanical loading (*11*, *12*) via the external fixator (*n* = 2, 8 to 16 N, 10 Hz, 3000 cycles) or 0 N sham-loading (*n* = 2). Loading is applied three times per week. Detailed descriptions of the protocols can be found in the literature (*11*, *12*). In brief, the mechanical loading applied at each time point is based on the computation of the strain distribution within the fracture site of each mouse and the scaling of the strain distribution to achieve a predefined median target strain. This is implemented in real time within a single anesthetic session each week as follows: directly following in vivo micro-CT imaging, the CT data are reconstructed and a high-resolution in silico finite element (FE) model of the fracture site is generated. The FE model simulates axial compression [48-core Intel(R) Xeon(R) Platinum 8168 CPU @ 2.70 GHz] and a histogram of the strain distribution is generated. The strain distribution is subsequently scaled by the applied load to achieve a predefined median target strain. Furthermore, to assess whether the loading poses a structural failure risk at the fracture site, the simulation identifies voxels that exceed more than 10,000 με. If more than 100 voxels exceed this threshold, the loading value is reduced by 1 N. This optimized load is then applied to the mouse. As the optimized load is based on the in vivo micro-CT image and in silico simulation at each weekly time point, loading is individualized to each mouse such that the induced median strain in all loaded mice is of comparable magnitude (*12*).

### Spatial transcriptomics

All mice were euthanized at 10 hours following the final cyclic mechanical loading session at 5 weeks after surgery. Spatially resolved transcriptomics analyses were performed on explanted femurs (*n* = 1 per group) using the Visium Spatial Gene Expression for FFPE assay (10x Genomics, Pleasanton, USA) (*13*). Explanted femurs were immediately fixed in 10% neutrally buffered formalin for ca. 16 to 24 hours at 4°C, decalcified in 12.5% EDTA (pH 7.5) for 10 days at 4°C, placed in a tissue processor, and embedded in paraffin. Protocol details have been published separately using the section from the Control mouse (*13*). To assess the RNA quality, RNA was extracted from each sample (Qiagen RNeasy FFPE Kit, Hilden, Germany) and the DV 200 value (that is, the percentage of total RNA fragments > 200 nucleotides) of each sample was evaluated (Agilent 4200 TapeStation, Waldbronn, Germany). As per the manufacturer’s instructions, only samples with a DV 200 > 50% were selected for spatial gene expression analyses. Five-micrometer longitudinal sections from each explanted femur (*n* = 1 Control, *n* = 1 Loaded) were placed onto 6.5 mm by 6.5 mm capture areas on a Visium Spatial Gene Expression slide. Sections were subsequently deparaffinized, subjected to hematoxylin and eosin (H&E) staining, imaged, and decross-linked in accordance with the manufacturer’s instructions (10x Genomics, CG000409, Rev. D). Sections were probe hybridized with 20,551 genes targeted (10x Genomics, Visium Mouse Transcriptome Probe Set v1.0) and spatial transcriptomics libraries were prepared. Libraries were sequenced on an Illumina NovaSeq6000 System (Illumina, San Diego, USA) at a sequencing depth of approximately 75 to 120 million reads per sample.

### Analysis of sequencing data

Demultiplexing and manual alignment of the sequencing data to the histological image were performed using the SpaceRanger analysis pipeline (10x Genomics, version 2.0.0) and Loupe Browser (10x Genomics, version 6.2.0), respectively. Further downstream data analyses and visualization were performed in R (version 4.3.1) using Seurat (version 4.4.0). 

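A filter of at least 500 UMIs and at least 250 genes removed 64 of the 1962 Control spots and 5 of the 1436 Loaded spots, and none of the 277 spots of the bone regions. The lowest count of a spot was 14 UMIs in the Control section and 267 in the Loaded section.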

Spots were excluded by filtering each sample separately based on the number of UMIs (nCount_Spatial ≥ 500) and the number of genes (nFeature_Spatial ≥ 250).

#### Regions of interest

ROIs were defined in Loupe Browser by selecting spots that corresponded to specific structures in the H&E-stained histological images. Barcodes corresponding to all spots in each ROI are provided in table S1. In comparisons between Control and Loaded sections, ROIs were defined at the fracture site encompassing all bone spots between the two middle pins (Fig. 5; Control: *n* = 131 spots, Loaded: *n* = 146 spots). The entire region between the two middle pins was selected as in the loaded mouse this region is subjected to loading. Furthermore, in the Loaded section, ROIs were defined based on the local mechanical environment: high-strain region (>1000 με), low-strain region (<500 με), and reference strain region (>500 με and <1000 με).

#### Differential gene expression analysis

Differential gene expression analyses were performed using DESeq2 by implementing scaling normalization through deconvolving size factors using scran. In addition, null hypothesis testing was conducted using the likelihood ratio test (*72*). Lists of differentially regulated genes for the different comparisons are provided in tables S2 to S4. DEGs were selected using an FDR-adjusted *P* value cutoff < 0.05 and an absolute log2-fold change > 0.5. To compare gene expression profiles at sites of high and low strain, the CV was used to identify genes of functional significance across all spots within a region.

#### Gene enrichment analysis

Gene-set enrichment analysis was performed using Generally Applicable Gene-set Enrichment (GAGE; Bioconductor version 3.18). For functional annotation, gene sets from org.Mm.eg.db, a genome-wide annotation package for mouse, were used. The analysis was performed via one-on-one comparisons of mean gene expression between high strain versus reference regions and low strain versus reference regions. The significant annotation terms were selected using an FDR-adjusted *P* value < 0.05. Lists of enriched pathways are provided in tables S5 and S6.

### In silico micro-FE modeling

Micro-FE analyses based on the registered in vivo micro-CT images were used to simulate axial compression and generate tissue-scale 3D maps of the mechanical environment (*12*, *73*). In brief, the micro-CT images were cropped to dimensions of 300 × 300 × 186 voxels. All voxels were converted to linear hexahedral elements to generate an FE mesh. Grayscale values of the voxels were then converted from density (mg HA/cm^3^) to Young’s moduli (GPa) (*74*). Regions of soft tissue were assigned a Young’s modulus of 0.003 GPa (*75*). In addition, the marrow cavity of the femur was capped on the top and bottom slices of the image stack with a plate of 20 GPa to prevent edge effects due to the presence of soft tissue. To map the mechanical environment at the fracture site, uniaxial loading was simulated by applying a 1% compressive displacement to the top slice in the axial direction while the bottom slice was held fixed. ParOSol, a linear micro-FE solver, was used to solve each FE simulation and compute the mechanical environment (*76*). Effective strain (EFF), which combines both volumetric and deviatoric strains (and drives fluid movement and direct strain, respectively), represented the mechanical environment (*9*, *73*). The results of the simulation were scaled as follows

$$\varepsilon_{\text{actual}}=\frac{F_{\text{applied}}}{F_{\text{resultant}}}\varepsilon_{\text{simulation}}$$

where $\varepsilon_{\text{simulation}}$ is the effective strain result based on the simulation of uniaxial loading, $F_{\text{resultant}}$ is the sum of the reaction forces of all the nodes of the uppermost surface, $F_{\text{applied}}$ is the cyclic loading force applied, and $\varepsilon_{\text{actual}}$ is the strain induced under the applied force (*73*).

### Spatial mechanomics

Histological sections on which spatial transcriptomics were performed were visually aligned within the 3D maps of the mechanical environment to correlate spatially resolved gene expression profiles with their local in vivo mechanical environments (Fig. 6; ParaView version 5.7.0). Maps of the mechanical environment were subdivided into high-strain (EFF > 1000 με) and low-strain (EFF < 500 με) regions, and the corresponding gene expression profiles were analyzed with respect to a reference strain region (EFF > 500 με and EFF < 1000 με).

How the deposited data were processed for this re-analysis (not part of the article)

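The data are Visium spatial gene expression measurements of 2 FFPE sections of mouse femur, 1 from the Control group and 1 from the Loaded group. The authors sequenced the probe libraries, aligned them and counted UMIs per gene and spot with SpaceRanger, and the deposited values are these raw UMI counts, with no normalization and with all spots under tissue. This was checked on the values, which are whole numbers. Positions of the spots accompanied the counts, and section images were not used here. The files hold 19465 genes, of which 19451 (99.9%) have their Ensembl identifier in GENCODE M21 (GRCm38), from which gene coordinates were taken. The authors' text does not state the build of the annotation. A symbol was shared with another gene by 22 genes.

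Barcodes of the bone regions came from Table S1, and the strain regions were registered from the spots marked in Fig. 7. Sums of UMIs over a region were divided by the sum of scran size factors (R 4.3.3, scran 1.30.0), and log2 ratios were taken between regions for 4 comparisons: Loaded over Control, and high over reference, low over reference and high over low strain. The authors used scran size factors and a likelihood ratio test of DESeq2 on spots. The normalization was kept here. The test was not repeated, because spots of 1 section are not independent samples of a condition, and so no p-value, standard error or count of changed genes is given. Intervals at the 95% level are exact Poisson intervals for sums, exact binomial intervals for shares and exact conditional binomial intervals for ratios, and cover counting error only. They were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A sum of 0 was replaced by 3 UMIs to give a bound. Genes needed at least 10 UMIs over the regions compared.

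Gene lists, the rule for named genes and the alternatives were set before the data were examined, except where the text says otherwise. The 13 lists cover osteoblasts (genes the paper names, and others), osteocytes, osteoclasts, chondrocytes, skeletal muscle, erythroid cells, granulocytes, plasma cells, Schwann cells, tendon and periosteum, adipocytes and endothelium. All genes of the first osteoblast list and of the osteocyte list were picked from the paper's results on these sections, as were *S100a8* and *Ncf1* among the 10 granulocyte genes and *Myh2* among the 22 muscle genes. The median log2 ratio of a list was set beside 10000 random lists of the same size, matched on mean expression in 20 bins, and its interval came from 1000 draws of the counts. Named genes are those in the paper's results or discussion and, in each comparison but high over low strain, the 3 highest and the 3 lowest among genes with at least 50 UMIs (30 for strain regions) whose blocks do not overlap between the regions.

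Shares of spots with a UMI were computed after thinning every spot to 1000 UMIs, leaving out spots with fewer. The coefficient of variation was computed for genes with a mean of at least 1 normalized count per spot. Muscle spots are spots outside the bone regions with a muscle list share of at least 10%. Alternatives were library totals, TMM factors (edgeR 4.0.16), totals without the 20 most abundant genes, equal weight for every spot, no filter on spots, only spots with a muscle share below 5%, each block left out in turn, other limits on genes, list members and muscle spots, thinning to 500 UMIs or none, and other scales of the variation. After the values were seen, 15 further ways to compute size factors were added for the strain regions, 1 of them with DESeq2 1.42.0.

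The computations were tested on simulated counts with known changes, drawn from the means of the real regions. For Loaded over Control, 96.5% of the intervals held the true value, 98.9% of 188 changed genes had the true sign, and the interval left out 0 for 67.6% of them. For high over reference strain, these values were 98.3%, 92.3% of 143 changed genes, and 42%. The depth of the strain regions therefore leaves many changes of that size undetected. Micro-CT measurements, micro-finite element results, gene set enrichment and the narrower region of newly formed bone in fig. S2 were not analysed here.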

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

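The results in this part are signals in genes that the paper does not discuss, except for *Myh2* in the skeletal muscle list. The tests of *Ighg3*, of the granulocyte genes in Loaded over Control and of slow fibre genes, and that of the left blocks for Schwann cell genes, were chosen only after the result was seen. With 1 section per condition, loading, the individual mouse and the plane of the section differ together, and none of these was tested as a cause.

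Schwann cell genes were lower in the Loaded than in the Control bone region, with a median log2 ratio of -1.84 (interval -2.82 to -1.45) over 6 genes of a list of 7, and 94 against 409 UMIs. The list lay at percentile 0 of random lists matched on expression, which argues against a difference in depth. A nerve inside a few Control spots was tested. The 10 Control spots with the most UMIs of the list held 39.2% of them, while the 10 deepest spots held 20.4% of all UMIs, and 97 of 131 spots had at least 1. Without those 10 spots, the median was -1.18 (interval -2.29 to -0.93), so these spots are not the whole cause. The list was uneven over the Control region, with 5.06 and 2.38 UMIs per size factor in the right blocks and 0.818 and 1.99 in the left blocks, against 0.61 to 0.97 in the Loaded blocks. In the left blocks alone, the median was -0.60 (interval -1.22 to 0.10). A larger nerve along the right side and a lower expression over the whole region cannot be told apart, since that interval includes 0.

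Skeletal muscle genes were higher in high than in reference strain spots, with a list median of 0.50 (interval 0.36 to 0.57), 17 of 22 genes above 0, and shares of 10.1% and 8.03% of all UMIs. In single spots, the median muscle share went the other way, at 8.48% in high and 8.87% in reference strain. The list median was 0.21 with equal weight for every spot, 0.16 with TMM, and at lowest 0.10 with a side left out. RNA or fibres of the adjacent muscle could not be excluded or shown as the cause. The muscle share of bone spots fell with distance from muscle, but high strain spots were no closer to it (median 173 μm, against 137 μm for reference strain), and no high strain spot had a muscle share below 5%. Slow fibre genes rose more than fast fibre genes, with a median of 0.86 (interval 0.66 to 1.47) over 5 slow and 0.18 (0.01 to 0.29) over 8 fast genes, both sets chosen after their values were seen. With *Myh1* (0.85) and *Myh2* (1.40) counted as fast, the latter was 0.29 (0.13 to 0.39), and single genes of both classes overlap. A candidate explanation is muscle with more slow fibres beside the high strain spots. Of the UMIs of 5 slow and 8 fast fibre genes, the slow genes took 18.7% (interval 17.7 to 19.7) in the muscle spots nearest to high strain and 1.62% (1.38 to 1.9) in those nearest to reference strain, 16% (15.4 to 16.5) and 3.85% (3.62 to 4.09) with the 5 nearest muscle spots of each, 16.1% (15.2 to 17) and 1.5% (1.27 to 1.75) at the nearest spots with *Myh1* and *Myh2* as fast genes, and 11.6% and 6.1% in the strain spots themselves. These values go with that explanation, for this section.

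Granulocyte genes other than *S100a8* and *Ncf1* were higher in low than in reference strain spots, with a median of 1.32 (interval 1.06 to 1.73) over 6 genes, and in the Loaded than in the Control bone region, with 1.83 (1.32 to 2.17) over 8 genes. Both lie at percentile 100 of random lists. RNA or cells of the adjacent marrow would raise erythroid genes as well. In low over reference strain, the erythroid list was higher by 0.85 (interval 0.75 to 0.98), which is consistent with a larger share of marrow in the low strain spots. In Loaded over Control, it was higher by 0.31 at percentile 87.6, and at -0.05 with 1 block left out, so that a larger share of marrow and a change in granulocytes cannot be told apart there. The difference between the sections was not confined to bone. The whole granulocyte list took 0.443% of the UMIs in the Loaded and 0.111% in the Control bone region. In the rest of the sections it took 0.298% and 0.0836%, and the erythroid list took 3.22% and 1.69% there. A higher number of granulocytes within the bone stays open in both comparisons.

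*Ighg3*, which encodes an immunoglobulin heavy chain, had a log2 ratio of 6.08 (interval 3.54 to 11.41) in Loaded over Control, with 54 UMIs against 1. More plasma cells of the same make-up would raise the other plasma cell genes alike, but their median was 0.51 (interval -0.07 to 1.19). A sequence variant of the Control mouse that the probe cannot bind would leave *Ighg3* near 0 in the whole section, but the rest of the Control section held 128 UMIs in 85 of 1831 spots, against 338 UMIs in 195 of 1290 spots in the rest of the Loaded section. A difference between the mice in which antibody class their plasma cells make stays open and was not tested.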

How the results depend on the processing

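The results come from no test, so this part gives directions and values. No paired analysis was possible because there is 1 section per condition and the results come from no test. The size factor settings named below as added were chosen only after the values were seen. In Loaded over Control, 30 of 34 genes and 6 of 13 lists kept their sign under every alternative that gave a value, and 32 and 8 did so when the blocks left out are set aside. These numbers were 14 of 15 genes and 4 of 11 lists (14 and 10 without the blocks) for high over reference strain, 15 of 16 and 8 of 12 (16 and 10) for low over reference strain, and 11 of 19 and 6 of 11 (16 and 10) for high over low strain. Omitting the spot filter moved none of the fold changes, since no bone spot fails it. Spots with a muscle share below 5% gave no value for high over reference or high over low strain, because no high strain spot qualifies, and gave one for 29 of the 34 genes in Loaded over Control and for 14 of the 16 in low over reference strain. In low over reference strain, the median over all genes was -0.18 under that restriction, which leaves 6 low and 9 reference strain spots. Except where stated, the cause of a change was not tested.

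In spots with a muscle share below 5%, Loaded over Control was -0.53 for *Ctsk* (0.19 over all bone spots), 1.27 for the osteoblast list (1.85), 2.16 for the osteocyte list (3.60; 2 of its 4 genes had no UMI in Control there and were set against 3 UMIs, so 2.16 is a bound), -0.73 for the osteoclast list (0.03), 0.31 for the muscle list (-1.02) and -0.34 for the plasma cell list (0.69). These values rest on 25 Loaded and 15 Control spots. In low over reference strain, the muscle list was 0.21 (-0.08) and the granulocyte list 2.89 (1.51).

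With TMM, high over reference strain was -0.93 for the osteoblast list, -2.03 for the osteoclast list and 0.16 for the muscle list, and high over low strain was -0.56 for the osteoblast list and 0.21 for the muscle list. The share of genes above 0 was 30.4% against 46.9% with scran in high over reference strain. With equal weight for every spot, *Col1a2* was 0.33 in high over reference (-0.12) and 0.06 in high over low strain (-0.27), the muscle list was 0.21 in high over reference strain, and the granulocyte list was 1.18 in low over reference strain. Among the added settings, scran over all spots of the Loaded section, or over those that pass the filter, gave 0.01 for *Col1a2* in high over reference strain, and scran with the strain regions as clusters gave a median difference of 0.01 from Table S4 (-0.17).

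With each block left out in turn, Loaded over Control ranged from -0.13 to 1.07 for *Ctsk*, from -0.95 to 0.76 for *Acp5*, from 1.52 to 2.54 for the osteoblast list, from -0.76 to 0.81 for the osteoclast list, from -0.05 to 0.61 for the erythroid list and from -1.19 to 0.31 for the tendon and periosteum list. High over reference strain ranged from -0.73 to 0.93 for *Col1a2*, from -1.09 to 0.48 for the osteoblast list, from -2.13 to -0.70 for the osteoclast list, from 0.10 to 0.77 for the muscle list and from -0.18 to 1.38 for the erythroid list. Low over reference strain ranged from -0.91 to 0.22 for *Tpm1*, from -0.78 to -0.09 for the osteoblast list, from -1.59 to 0.30 for the list of osteoblast genes that the paper does not name, from -0.84 to 0.33 for the osteoclast list, from -0.76 to 0.36 for the muscle list and from 1.00 to 1.95 for the granulocyte list. High over low strain ranged from -0.88 to 0.77 for *Col1a2*, from -0.01 to 0.93 for *Tpm1*, from -0.95 to 0.77 for the osteoblast list, from -1.08 to -0.14 for the osteoclast list, from 0.20 to 1.03 for the muscle list and from -1.83 to -0.97 for the granulocyte list.

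The number of genes with enough expression in the bone regions was 16816 at 1 UMI (10003 at 10 UMIs). In the strain regions it was 13581 at 1 UMI, and 8177 both at a UMI in 5 spots and at a UMI in 5% of spots (5437 at 10 UMIs). Genes per spot were 712 in Control and 718 in Loaded after thinning, by the construction of that setting. With muscle spots defined by a share of 20%, the median distance to muscle was 265 μm for high, 520 μm for low and 265 μm for reference strain. Of 23 ranks of the coefficient of variation, 17 moved with the SD of ln(1 + UMIs per 10000), 18 with the lower limit on the mean, and 0 with UMIs per 10000. The depth of the strain regions limits genes with few UMIs, such as *Jdp2* with 1 in high strain.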

Differences from the paper's values

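Of the log2 fold changes that the paper gives for its named genes, over genes with UMIs in both regions, 2 of 23 for Loaded over Control, 4 of 10 for high over reference strain and 1 of 11 for low over reference strain differed from the values here by more than the larger error, and 23, 9 and 11 had the same sign. A further 3 genes, *Car12*, *Smpd3* and *Il11*, had no UMI in the Control bone region, so their bounds of 4.65, 3.13 and 2.65 on the log2 scale cannot be compared in size with the paper's 19.4, 17.9 and 17.5. For genes that the paper's text does not name but that were chosen here by their rank, none of 4 values of Table S2 and none of 3 values of Table S3 differed. The paper's errors are the standard errors listed in its tables. The 15 added size factor settings were tests chosen only after the values were seen.

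For *Col1a2* in Loaded over Control, the value here was 1.66 against the paper's 1.5 in its text (error 0.14). With TMM and with equal weight for every spot it was 1.64, at the limit of that error. With a block left out it ranged from 1.29 to 2.40, which spans 1.5. The remaining alternatives set before the data were examined left the gap. The paper's Table S2 gives 1.81, which the same range spans. With library totals (1.77) or totals without the 20 most abundant genes (1.73), the difference from 1.81 was within the error, while the remaining alternatives left it. For *Mgp*, the value was -1.66 against the paper's -1.4 (error 0.15). With library totals (-1.54) it was within the error. With a block left out it ranged from -2.07 to -0.76, which spans -1.4, and under the remaining alternatives it was not within the error.

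In high over reference strain, *Pdia3* was 0.40 against the paper's 1.0 (error 0.24), *Col1a2* -0.12 against the paper's 0.9 (error 0.24), *Sparc* -1.29 against the paper's -0.8 (error 0.28) and *Ctsk* -1.59 against the paper's -0.9 (error 0.33). For each of the 4 genes, only leaving out a side of a region brought the value within the error, with highest values of 1.03, 0.93, -0.55 and -0.70, and the other alternatives set before the data were examined did not. None of the added settings brought *Col1a2* within the error; the highest gave 0.01. The median difference from the 114 values of Table S3 was 0.49, from 0.36 to 1.57 over the added settings. The differences of the 4 genes go in the direction of this common offset and are in part shared by the table as a whole. That of *Col1a2* is the largest of the 4.

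In low over reference strain, *Tpm1* was -0.34 against the paper's -0.7 (error 0.24). With TMM (-0.47), with spots below a muscle share of 5% (-0.50) and with a side left out (lowest -0.91), the difference was within the error, and under the other alternatives it was not.

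The medians per bone spot were 3478 UMIs in Control and 2621 in Loaded against the paper's 3602 and 2708, and 1869 and 1582 genes against the paper's 2670 and 1924. Omitting the spot filter did not change these medians, and none of the alternatives closed the gap.

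The paper describes *Col1a2* as up-regulated at high strain sites, and here its value was below 0 there. The paper names genes as top-ranked in each strain region, with the coefficient of variation as its measure of functional significance. By the coefficient of variation here, of the 23 pairs of a named gene and a region, *Mmp13* in reference strain had rank 4 and *Igfbp4* in low strain rank 28, and the other ranks lay between 44 and 339. In all 23 pairs, the coefficient of variation was above that from the counting error of the gene. By the SD of ln(1 + UMIs per 10000), 5 of the 10 genes in high strain (*Spp1*, *Sparc*, *Col11a2*, *Gpx3* and *Cd74*), *Igfbp4* in low strain, and *Acp5*, *Mmp13* and *Ctsk* in reference strain ranked within the first 20.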

Other observations

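The tests of muscle share, marrow share and depth for osteoblast and osteocyte genes in the form given here, of the variation within strain regions and of Table S3 genes in muscle were chosen only after the result was seen. No biological explanation was tested in this part.

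Osteoblast and osteocyte genes were higher in the Loaded than in the Control bone region. The osteoblast genes that the paper does not name had a median log2 ratio of 1.98 (interval 1.38 to 2.45). A different share of muscle RNA would bring it to 0 in spots with little muscle. In spots with a muscle share below 5% it was 0.88 (interval 0.07 to 1.38), with 2 of its 6 genes set against 3 UMIs, so that 0.88 is a bound and no measure of a fall. As a bound, it argues against muscle as the whole cause, by a narrow margin. A lower share of marrow RNA would lower marrow genes in Loaded. The erythroid list instead took 3.05% of the UMIs in Loaded and 2.47% in Control, and the granulocyte list 0.443% and 0.111%. With 1 block left out, the erythroid list median was -0.05. Schwann cell genes at -1.84 (interval -2.82 to -1.45) and tendon and periosteum genes at -0.83 (-1.18 to -0.58) cannot decide this. The former may come from a nerve in Control, and the latter ranged from -1.19 to 0.31 with a block left out. A difference in depth would move genes of the same expression alike, but the list lay at percentile 100 of matched random lists. The genes that the paper names were chosen for being higher, so their place among random lists is no evidence. In spots below 5%, their medians were 1.27 (interval 0.90 to 1.87) for osteoblast and 2.16 (1.12 to 2.59) for osteocyte genes. The latter is a bound, with 2 of its 4 genes set against 3 UMIs. With every spot thinned to 1000 UMIs, the medians were 1.71 (1.35 to 2.41) and 2.56 (1.62 to 3.30). The values in spots below 5% argue against muscle share as the whole cause, and the erythroid and granulocyte shares against a lower share of marrow. Apart from chance, thinning keeps the share of each gene in a spot, so the thinned medians cannot test depth. Depth therefore stays untested for the genes that the paper names. Loading, the mouse and the section plane stay open, since there is 1 section per condition.

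The coefficient of variation was higher in high than in low strain spots, with medians of 108% and 67.2% over the same 223 genes. A candidate explanation is the lower number of UMIs per spot in the high strain region. With every spot thinned to 1000 UMIs, the medians were 120% in high, 117% in low and 125% in reference strain.

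Changes in high and in low strain share the reference strain spots. Over 1621 genes, the log2 ratios of both comparisons had a correlation of 0.339, against 0.242 (0.194 to 0.291) in 1000 simulations of unchanged groups, and 62.7% of the genes had the same sign, against 58.5% in the simulations. The simulations drew counting error only. Real reference strain spots varied more, for example *Ctsk* with a CV of 104% against 35.8% from counting error. The excess therefore does not show a shared change beyond the shared spots.

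Of the genes that the text names as higher in high strain, *Myh2* (1.30) and *Coq10a* (1.41) took a larger share of all UMIs in muscle spots than in the other spots outside the bone region of the Loaded section, on the log2 scale, and *Sirt7* (-1.97), *Pdia3* (-2.08) and *Col1a2* (-1.51) a smaller share.

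Outside the bone regions, *Col2a1* had 2397 UMIs in 541 of 1767 spots of the Control section, with up to 201 in a spot, and 88 UMIs in the Loaded section. *Col9a1* had 1015 and 11. Other lists in Loaded over Control had medians of 0.69 for plasma cells (interval 0.17 to 1.91; percentile 96.4), -0.83 for tendon and periosteum (-1.18 to -0.58; percentile 1.9), 0.84 for adipocytes (0.37 to 1.42; percentile 97.9) and -0.30 for endothelium (-0.77 to 0.44; percentile 22.9).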
